# Molecular signatures of neural connectivity in the olfactory cortex

**DOI:** 10.1038/ncomms12238

**Published:** 2016-07-18

**Authors:** Assunta Diodato, Marion Ruinart de Brimont, Yeong Shin Yim, Nicolas Derian, Sandrine Perrin, Juliette Pouch, David Klatzmann, Sonia Garel, Gloria B Choi, Alexander Fleischmann

## Abstract

The ability to target subclasses of neurons with defined connectivity is crucial for uncovering neural circuit functions. The olfactory (piriform) cortex is thought to generate odour percepts and memories, and odour information encoded in piriform is routed to target brain areas involved in multimodal sensory integration, cognition and motor control. However, it remains unknown if piriform outputs are spatially organized, and if distinct output channels are delineated by different gene expression patterns. Here we identify genes selectively expressed in different layers of the piriform cortex. Neural tracing experiments reveal that these layer-specific piriform genes mark different subclasses of neurons, which project to distinct target areas. Interestingly, these molecular signatures of connectivity are maintained in *reeler* mutant mice, in which neural positioning is scrambled. These results reveal that a predictive link between a neuron's molecular identity and connectivity in this cortical circuit is determined independent of its spatial position.

## Abstract (web summary)

The piriform cortex projects to multiple brain regions involved in diverse aspects of olfactory behavior but information about the organization of these outputs is lacking. Here the authors show that piriform neurons exhibit layer specific gene expression patterns that also define distinct projection targets.

Sensory stimuli in the environment are detected by neurons in the periphery, and stimulus-evoked neural activity is then transmitted to higher brain structures, which extract feature information and reconstruct a coherent sensory percept. Olfactory stimuli are detected by odorant receptors, expressed on the dendrites of olfactory sensory neurons in the nose. In the mouse, each sensory neuron expresses one of ∼1,000 odorant receptor genes^1^,^2^,^3^, and neurons expressing a given receptor project with precision to one of the two spatially stereotyped glomeruli in the olfactory bulb (OB)^4^,^5^,^6^. Mitral and tufted cells, the main projection neurons of the OB, extend a single dendrite into only one glomerulus, and project axons to a number of higher brain regions, including the piriform cortex, the anterior olfactory nucleus (AON), the olfactory tubercle (OT), the cortical amygdala and the lateral entorhinal cortex (lENT)^7^. Projections from individual glomeruli to the piriform cortex are widespread and diffuse^8^,^9^,^10^, and single piriform neurons receive convergent inputs from multiple glomeruli^11^,^12^, suggesting that stimulus features may be reconstructed in the piriform cortex to form odour percepts.

Odour information encoded by piriform ensembles must then be transmitted to brain areas involved in multimodal integration, cognition and motor control. Several target areas of the piriform cortex have been described, including the AON, the OT, the cortical amygdala and the lENT, which themselves receive direct input from the OB^7^,^13^. Piriform neurons also project to the mediodorsal nucleus of the thalamus, to several subdivisions of the prefrontal cortex (PFC) including the infralimbic, orbitofrontal and agranular insular cortex and form strong feedback connections with the OB^7^,^14^,^15^,^16^,^17^. However, how this efferent connectivity is organized at the cellular level remains unknown.

Insights into the specificity of neural connections can be gleaned from gene expression patterns. In the spinal cord, for example, a molecular code of transcription factors and the expression of cell surface proteins distinguish different motor neuron subtypes. Such molecularly defined motor neuron subtypes are clustered into spatially segregated motor pools and project with precision to their cognate muscle targets^18^,^19^. In the neocortex, recent experiments have highlighted the significance of layer-specific genes in delineating the molecular identity of different subclasses of cortical projection neurons^20^. For example, Cux2 and Satb2 expression in neurons localized in the superficial neocortical layers II/III mark callosal projection neurons^21^,^22^,^23^, while subcerebral projection neurons in layer Vb of the motor cortex selectively express Fezf2 (refs 24, 25, 26).

To reveal the molecular identity and connectivity of subclasses of piriform neurons, we decided to identify layer-specific genes in the piriform cortex. The piriform cortex is an evolutionarily ancient paleocortical structure, consisting of only three layers, compared with the six layers typically observed in the neocortex. Layer I contains the axon terminals of OB mitral and tufted cells, the apical dendrites of layer II/III pyramidal and semilunar cells, and a sparse population of local interneurons^27^,^28^. Layer II comprises densely packed excitatory pyramidal and semilunar cells, while layer III harbours a more heterogeneous population of excitatory and inhibitory neurons^29^. We used laser-capture micro-dissection and RNA deep sequencing to identify genes, whose expression is confined to the individual layers of the piriform cortex. Furthermore, we carried out anterograde and retrograde neural tracing experiments to characterize the anatomical organization of distinct subclasses of piriform projection neurons. Combining results from gene expression and neural tracing experiments revealed that layer-specific genes, individually or in combination, could discriminate between different subclasses of projection neurons, independent of whether they were segregated into distinct piriform layers or intermingled within a layer. Finally, we show that these molecular signatures of connectivity are maintained in the absence of piriform layer cytoarchitecture, a scenario observed in Reelin-deficient mice. Our results begin to reveal a molecular code of connectivity in the olfactory cortex and provide important new means of access into the functional and genetic dissection of olfactory circuits.

## Results

### Identification of layer-specific piriform genes

We hypothesized that layer-specific piriform genes could reveal a molecular code of projection neuron connectivity. We thus used laser-capture micro-dissection and RNA deep sequencing to identify genes selectively expressed in piriform layers I, II and III. 

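Tissue of the 3 layers of piriform cortex was collected by laser-capture micro-dissection, in which a laser cuts a chosen area out of a section. The coronal sections were 30 μm thick and lay 0.8 to 1.2 mm posterior to Bregma. The methods give the age of the C57BL/6 mice as 10 weeks, and the sample labels give 8 weeks. RNA was amplified with the Ovation system before strand non-specific libraries were prepared, and paired-end reads of 50 bases were aligned by the authors to the mm10 mouse genome with Bowtie. The authors deposited, for each of 9 samples, the number of reads counted on each of 95533 Ensembl transcripts, without normalization. The labels name the layers A, B and C, with 3 replicates each and no key to the numerals I, II and III, and the letters are used here as they stand.
The total count of layer A was 25291056, 23271221 and 43705625 in replicates 1, 2 and 3. The total count of layer B was 27377090, 27185960 and 44224318. The total count of layer C was 33357323, 23104306 and 76471683. At these totals, 3 counts, taken here as a floor for detection, correspond to 0.0392 to 0.13 CPM before normalization. The normalized CPM given below divide by totals scaled by a factor per sample. In layer A the factors were 0.467, 0.644 and 0.919 in replicates 1, 2 and 3, so the floor is higher there on that scale. Of 8648 genes with several tested transcripts, 4558 (52.7%) had a second transcript with a mean count within 10% of the highest. Such counts cannot be assigned to one isoform, and how reads that overlap several transcripts were counted is not stated.
The 2 mitochondrial ribosomal RNAs took 63.8% ± 7.65 (SD, n = 3) of the counts in layer A, 19.7% ± 7.78 (SD, n = 3) in layer B and 35.8% ± 19.0 (SD, n = 3) in layer C. The highest share was 70.2% in layer A replicate 1, with a 95% Wilson interval from 70.18% to 70.21%. The lowest was 12.8% in layer B replicate 1, with an interval from 12.79% to 12.81%. Reads carried no molecular identifiers, so intervals and floors cover counting error only. Without mitochondrial transcripts the median count was 7643560 in layer A, 23782149 in layer B and 23108820 in layer C, so that transcripts were measured at lower depth in layer A.
Counts were normalized with edgeR's TMM method and compared with edgeR's quasi-likelihood test, fitted to all 9 samples. The test covered the 56416 transcripts with at least 10 counts in at least 3 samples, and p-values were adjusted by the Benjamini-Hochberg method. Normalized values are given as CPM, with library sizes scaled by TMM. Standard errors of log2 fold changes were taken as the size of the log2 fold change divided by the square root of its F statistic.

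**Figure D1:**
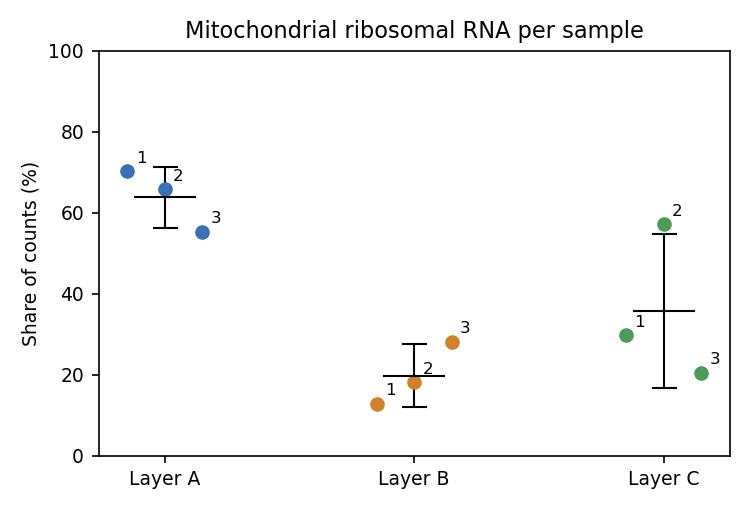
Share of all counts, in percent, that fell on mitochondrial ribosomal RNA in each sample of layers A, B and C. Points are samples with their replicate number, and bars are the mean ± SD of 3 samples. Layer A lies between 55.3% and 70.2%, above every layer B sample.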

Piriform layers can easily be identified morphologically, based on the differential density of neurons within each layer (Fig. 1a). We then prepared RNA from the micro-dissected tissue and performed RNA deep sequencing to identify genes selectively expressed in neurons of a given layer. DESeq analysis and Independent Component Analysis combined with Gene Set Enrichment Analysis^30^ were used to generate molecular signatures that discriminate the three layers, and to rank genes based on their relative expression levels (see Methods section). 

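Between layer A and layer B, 9329 of the 56416 tested transcripts had an adjusted p-value under 0.05 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment). Of these, 6039 were higher in layer A and 3290 were higher in layer B, and they belonged to 4693 genes. This number counts each transcript without annotation as a gene of its own, so it is an upper limit. Annotation was found for 87.4% of the tested transcripts. Between layer A and layer C, 6389 transcripts passed the same threshold, of which 3937 were higher in layer A and 2452 were higher in layer C. Between layer B and layer C no transcript passed, the smallest adjusted p-value being 0.0698 in this edgeR test, while 2316 had an unadjusted p-value under 0.05. A test of any difference among the 3 layers found 8061 transcripts from 4127 genes, counted in the same way. In layer A, 3620 transcripts were higher than in both other layers and 1931 were lower than in both.
Among the alternatives that kept several transcripts per gene, the adjusted threshold and all 9 samples, a filter of at least 10 counts in all 9 samples and the DESeq2 test moved these counts most. The filter gave 6928 transcripts between layers A and B, 5133 between layers A and C and 5951 among the 3 layers. The DESeq2 test found 11679 transcripts between layers A and B, 8883 between layers A and C, 130 between layers B and C and 10783 among the 3 layers. The layers share replicate numbers in the labels, and a paired fit with the replicate number as a block gave 9184, 6384 and 0 transcripts for the same comparisons and 7903 among the 3 layers. The pairing is taken from the labels alone. Deviations of samples from their layer mean had a mean correlation across transcripts of 0.0353 for the 9 pairs of samples with the same number and of -0.0139 for the 18 pairs with different numbers, 2 means that depend on each other because deviations sum to 0 within a layer.
Correlations of log2 normalized counts across transcripts, which are not independent replicates, ranged from 0.894 to 0.913 within layer A, from 0.88 to 0.978 within layer B and from 0.905 to 0.96 within layer C. Between layer B and layer C they ranged from 0.893 to 0.952, and between layer A and the other layers from 0.768 to 0.908. Layer B replicates 1 and 2 had a correlation of 0.978 with each other, and layer B replicate 3 had correlations of 0.888 and 0.88 with them.
Among transcripts that separated every sample of 2 layers, Gfap (ENSMUST00000067444, chromosome 11 of GRCm38, the assembly also named mm10, from 102887336 to 102897131) had the smallest p-value of those higher in layer A. It encodes an intermediate filament protein of astrocytes. Its normalized CPM were 53.7 ± 12.1 (SD, n = 3) in layer A, 2.73 ± 0.375 (SD, n = 3) in layer B and 2.62 ± 0.517 (SD, n = 3) in layer C. The log2 fold change of Gfap between layers A and C was 4.34 (standard error 0.342, adjusted p = 8.93e-05 from edgeR's quasi-likelihood test), and it stayed between 4.16 and 4.50 when each sample was left out in turn. Myoc and Ogn followed, with log2 fold changes of 10.48 and 7.00 between layers A and B. In layer B replicates 1, 2 and 3, Myoc had 1, 0 and 1 counts and Ogn had 3, 5 and 6. The size of these 2 log2 fold changes therefore rests on the depth of layer B. Of the transcripts lower in layer A than in layer B, Cacng3 (ENSMUST00000084615, chromosome 7 from 122670492 to 122769393) had the smallest p-value. It encodes a subunit that accompanies AMPA receptors. Its normalized CPM were 8.03 ± 2.59 (SD, n = 3) in layer A and 43.5 ± 6.04 (SD, n = 3) in layer B, a log2 fold change of -2.43 (standard error 0.329, adjusted p = 0.000292 from the same edgeR test). Of those lower in layer A than in layer C, Pde1a (ENSMUST00000102655, chromosome 2 from 79834453 to 80128939) had the smallest, with 29.6 ± 4.13 (SD, n = 3) normalized CPM in layer A and 176.2 ± 26.4 (SD, n = 3) in layer C.

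**Figure D2:**
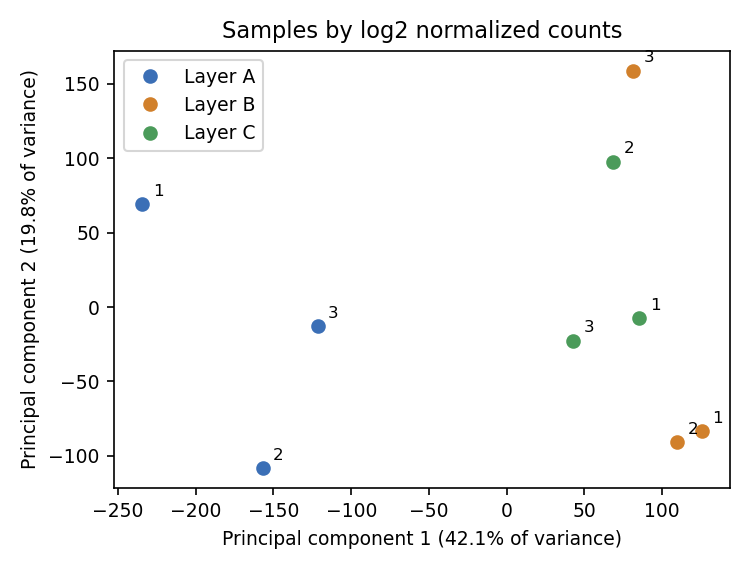
The 9 samples on the first 2 principal components of log2 normalized counts, which hold 42.1% and 19.8% of the variance. Points are samples with their replicate number, coloured by layer, and layer A lies apart from layers B and C on the first component.

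From analyses of this kind with DESeq, and from gene sets extracted by Independent Component Analysis, the paper states that molecular signatures discriminating the layers were generated, and it ranks genes on their relative expression. Independent Component Analysis and Gene Set Enrichment Analysis were not repeated here.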

The top 30 genes in each layer were selected for further analysis by RNA *in situ* hybridization and immunohistochemistry.

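Supplementary Table 1 of the paper gives candidates by Ensembl transcript, 30 different transcripts in 31 entries. Of these, 28 had enough counts to be tested, and the listed transcripts of Btbd3 and Otx1 did not. In the test of any difference among the 3 layers, 20 of the 30 had an adjusted p-value under 0.05 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment). With the replicate number of the labels as a block, a paired fit, 23 did. With a filter of at least 10 counts in all 9 samples, the alternative that moved this count most, 13 did. Between pairs of layers, 17 passed for layers A and B, 20 for layers A and C and 0 for layers B and C, where 7 had an unadjusted p-value under 0.05.
Of the 30 transcripts, 16 had their highest mean in layer A, 4 in layer B and 10 in layer C. In layer A, 11 candidates were higher than in both other layers past the threshold. These were Slc13a3, Lrp4, Fgfr2, Zic1, Prrx1, Mical1, Vamp5, Slc22a8, Id4, Robo4 and Cdh1, with log2 fold changes from 2.66 to 8.74 against layer B and from 2.29 to 6.58 against layer C. In layer A, 4 candidates (Trhr, Prdm8, Sema3a and Kcng1) were lower than in both other layers, with log2 fold changes from -2.38 to -1.45 against layer B and from -3.48 to -1.82 against layer C.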

We found several genes that were preferentially, or exclusively, expressed in neurons within a layer or sub-layer of the piriform cortex (Fig. 1b–d, Supplementary Fig. 1, Supplementary Table 1). For example, Reelin is enriched in densely packed neurons in layer IIa. Cux1 is selectively expressed in neurons of layers IIb and III, while Barhl1 expression marks a subpopulation of neurons confined to layer III. Using Tbr1 expression as a marker for excitatory neurons^31^, we found that the majority of Cux1^+^ and Barhl1^+^ cells were glutamatergic projection neurons. Similarly, the majority of the Reelin^+^ cells located in layer IIa were excitatory neurons. In contrast, most of the Reelin^+^ cells in layers I and III were GABAergic inhibitory neurons (Supplementary Fig. 2).

### Piriform projection neurons segregate into distinct layers

We next asked whether connectivity patterns of projection neurons could similarly segregate piriform neurons into layers and sub-layers. First, to identify potential piriform targets, we injected adeno-associated virus (AAV) expressing channelrhodopsin (ChR2)-eYFP^32^ into the piriform cortex. AAV-ChR2-eYFP infection of piriform neurons yields robust eYFP expression on cell somata and axon terminals, and can therefore serve as an anterograde tracer to identify brain regions innervated by piriform fibres. We detected strong YFP signals in several brain regions, including the OB, the AON, the OT, the lateral and medial PFC, the posteromedial and the posterolateral cortical amygdaloid nucleus, the agranular insular cortex and the lENT (Supplementary Fig. 3). We focused our analysis on piriform connections to the OB, the infralimbic subdivision of the medial PFC (IL-mPFC), the lENT and the posteromedial cortical amygdaloid nucleus (CoA). These four target areas are anatomically well separated, thus minimizing the possibility of cross contamination by neural tracer injections. We cannot exclude, however, that small amounts of tracer diffuse from the mPFC to the dorsal peduncular cortex and the dorsal tenia tecta, and from the posteromedial to the posterolateral cortical amygdaloid nucleus. The IL-mPFC and CoA-projecting subpopulations of piriform neurons we describe henceforth may therefore contain neurons projecting to more than one target area.

Next, we injected the retrograde neural tracer cholera toxin B subunit (CTB) coupled to green or red fluorophores into these potential piriform target areas (Supplementary Fig. 4) and assessed patterns of CTB labelling in the piriform cortex, at a rostro-caudal position 0.8–1.2 mm posterior to Bregma. These retrograde tracing experiments revealed a striking segregation of piriform neurons with distinct target specifications into layers and sub-layers (Fig. 1e–h). CTB injections into the OB resulted in the abundant labelling of neurons in layers IIb and III, but not in layers I and IIa (Fig. 1e). CTB injections into the IL-mPFC resulted in the labelling of neurons that were predominantly located in layer IIb, with only few cells in layers I and III. CTB-positive IL-mPFC-projecting neurons were absent from layer IIa (Fig. 1f). Piriform neurons projecting to the CoA were abundant in layer IIa, rarely observed in layers IIb and III, and excluded from layer I (Fig. 1g). Similarly, piriform neurons projecting to the lENT were predominantly found in layer IIa, and only few cells were located in layers I, IIb and III (Fig. 1h). These data indicate that piriform neurons projecting to different target areas segregate into distinct layers and sub-layers, and that piriform neurons within a layer or sub-layer can project to multiple target areas.

### Projection neurons exhibit distinct molecular identities

Gene expression analysis and retrograde tracing experiments reveal striking similarities in the segregation of piriform neurons into layers and sub-layers. This observation suggests that gene expression patterns may directly correlate with connectivity, that is, that the connectivity of individual piriform neurons can be inferred from their molecular identity. Thus, we next asked whether the layer-specific genes we have identified could provide information about the connectivity of piriform projection neurons, by combining retrograde tracing experiments with immunohistochemical analyses for layer-specific markers.

A correlation of gene expression with connectivity is indeed readily apparent where territories delineated by layer-specific genes and output specificity coincide. For example, neurons projecting to the OB are present in layers IIb and III, and the majority of OB-projecting neurons are Cux1^+^ (mean=80%, s.e.m.=6, 999 Cux1^+^/CTB^+^ out of 1,250 CTB^+^ cells; *n* (number of mice)=4, Fig. 2a). In contrast, no Reelin^+^ OB-projecting neurons were observed. On the other hand, neurons projecting to the CoA and the lENT, which are predominantly present in layer IIa, are Cux1^−^, but Reelin^+^ (CoA: Reelin^+^ neurons: mean=83%, s.e.m.=6, 416 Reelin^+^/CTB^+^ out of 489 CTB^+^ cells; *n*=3. lENT: Reelin^+^ neurons: 90%, s.e.m.=4, 695 Reelin^+^/CTB^+^ out of 771 CTB^+^ cells; *n*=3, Fig. 2b, c). Furthermore, we observed that this link between the laminar position, molecular identity and connectivity of OB- and CoA-projecting neurons was maintained over a 2-mm distance along the rostro-caudal axis of the piriform cortex (Supplementary Fig. 5).

To confirm the observed segregation of Cux1^+^ OB-projecting and Reelin^+^ CoA-projecting neurons, we next used an intersectional viral tracing approach. We injected Cre-dependent AAV-flex-ChR2-eYFP into the piriform cortex, and we injected the retrogradely transported canine adenovirus 2 (CAV2)-Cre^33^,^34^ into the OB or the CoA (Supplementary Fig. 6). We found that the majority of OB-projecting neurons (54 out of 62 cells, *n*=5) were located in piriform layers IIb and III, while the majority of CoA-projecting neurons (41 out of 45 cells, *n*=7) were located in layer IIa. Furthermore, this experimental strategy allowed us to sparsely label OB- and CoA-projecting piriform neurons and reconstruct their morphologies. We found that OB-projecting neurons exhibited diverse morphologies characteristic of superficial and deep pyramidal cells, while CoA-projecting neurons exhibited semilunar cell-characteristic morphologies^29^,^35^.

In contrast to the spatially non-overlapping populations of OB- and CoA-projecting neurons, CTB injections into the OB and IL-mPFC label overlapping subpopulations of neurons in layer IIb (Fig. 1e,f), suggesting that molecularly distinct neurons projecting to either target area could be intermingled within this layer. If the molecular identity of a neuron can indeed reveal its connectivity, we predict that the distinct subpopulations of layer IIb projection neurons can be discriminated based on gene expression profiles. To test this hypothesis, we combined CTB injections into the OB and the IL-mPFC with immunohistochemistry for Cux1 and Ctip2, two transcription factors that mark partially overlapping subpopulations of neurons in piriform layer IIb (Fig. 3a,b). We found that the majority of OB-projecting neurons in layer IIb were Cux1^+^ (mean=86%, s.e.m.=9, 410 Cux1^+^/CTB^+^ out of 479 CTB^+^ cells; *n*=3, Fig. 3c). Of these, 20% were Cux1^+^/Ctip2^−^, and 66% were Cux1^+^/Ctip2^+^. Only 5% of OB-projecting neurons were Cux1^−^/Ctip2^+^ (s.e.m.=2, 25 Ctip2^+^/CTB^+^ out of 479 CTB^+^ cells; *n*=3), while 9% of neurons expressed neither of the two genes. In contrast, 75% of IL-mPFC-projecting neurons were Ctip2^+^ (s.e.m.=14, 122 Ctip2^+^/CTB^+^ out of 137 CTB^+^ cells; *n*=4. 21% Ctip2^+^/Cux1^−^, 54% Ctip2^+^/Cux1^+^, Fig. 3d). Strikingly, no Cux1^+^/Ctip2^−^ IL-mPFC-projecting neurons were observed, while 25% of IL-mPFC-projecting neurons expressed neither of the two genes. These observations suggest that three distinct subclasses of layer IIb projection neurons can be discriminated based on their molecular identities: Cux1^+^/Ctip2^−^ cells, projecting to the OB; Cux1^−^/Ctip2^+^ cells, projecting to the IL-mPFC; and Cux1^+^/Ctip2^+^ neurons, projecting to both target areas. To directly test this prediction we injected CTB coupled to a red fluorophore into the OB, and CTB coupled to a green fluorophore into the IL-mPFC. Immunohistochemical analysis of cells labelled with the red and the green fluorophore, and therefore simultaneously projecting to both target areas, revealed that all double-projecting neuron indeed expressed both Cux1 and Ctip2 (total number of neurons=21; *n*=2, Fig. 3e).

While limitations in the efficiency of CTB uptake and the large number of potential molecular markers and piriform target areas preclude a complete, quantitative analysis of gene expression patterns and connectivity, our experiments suggest that the molecular identities of subclasses of piriform projection neurons can provide a predictive link with their connectivity, independent of whether they are segregated into distinct piriform layers or intermingled within a given layer.

### Neural identity is maintained in a scrambled cortex

We next asked if proper cortical lamination was a critical determinant of piriform output specificity. To address this question we examined piriform organization and connectivity in mice deficient for Reelin. Reelin is a secreted glycoprotein expressed by Cajal–Retzius cells during embryonic development. *Reeler* mice harbour a spontaneous mutation in the *Reelin* locus, which results in a loss of Reelin expression and severe defects in cortical lamination^36^,^37^,^38^.

We observed that Reelin deficiency similarly affects the formation of morphologically identifiable layers in the piriform cortex. Cell density did not significantly vary across the depth of piriform cortex (Fig. 4a). Layer-specific genes, including Cux1, Barhl1, Tle4, Foxp2 and Fezf2, were expressed in the piriform cortex of *reeler* mice. However, in sharp contrast to wild-type mice, neurons expressing these genes did not segregate into distinct layers but were instead intermingled and distributed throughout the depth of the piriform cortex (Fig. 4b–d, and Supplementary Fig. 7a). These observations suggest that Reelin is required for the proper layer organization of the piriform cortex. Furthermore, our experiments are consistent with previous reports suggesting that Reelin deficiency does not have a major effect on the molecular specification of cortical neurons^39^,^40^.

We next asked whether connections of piriform neurons with their downstream target areas were maintained in *reeler* mice. We focused on the OB and the CoA, as the anatomical organization of these two structures is largely unaffected by the *reeler* mutation^39^,^41^. We found that injections of CTB into the OB and CoA of *reeler* mice reliably labelled subpopulations of piriform neurons, and that the numbers of labelled neurons were similar to controls (Fig. 4c,d). However, while OB- and CoA-projecting neurons segregate into distinct, non-overlapping layers in wild-type mice, no such segregation was observed in *reeler* mice. OB- and CoA-projecting neurons were present throughout the depth of piriform cortex and could not be discriminated based on their position (Fig. 4c,d).

Can gene expression patterns reveal information about piriform neural connectivity when the positioning of neurons is scrambled? To address this question, we combined retrograde neural tracing with immunohistochemistry for Cux1, a marker of OB-projecting neurons, and RNA *in situ* hybridization for *Fezf2*. *Fezf2* is specifically expressed in piriform layer IIa cells and co-expressed with Reelin in greater than 85% of neurons (s.e.m.=2, 284 Reelin^+^/*Fezf2*^+^ out of 336 *Fezf2*^+^ cells, *n*=3, Supplementary Fig. 7b), thus serving for an alternative marker of CoA-projecting neurons in the absence of Reelin expression. We found that, similar to wild-type mice, the majority of OB-projecting neurons were Cux1^+^ (87%, s.e.m.=<1, 504 Cux1^+^/CTB^+^ out of 580 CTB^+^ cells; *n*=4, Fig. 4c, compared with 80% in wild-type, Fig. 2a), while no OB-projecting neurons were found to express *Fezf2*. On the other hand, the majority of CoA-projecting piriform neurons expressed *Fezf2* (84%, s.e.m.=2, 439 *Fezf2*^+^/CTB^+^ out of 514 CTB^+^ cells; *n*=3, Fig. 4d), but not Cux1. Therefore, the molecular identities of OB- and CoA-projecting piriform neurons are maintained in *reeler* mice and provide information about their connectivity, even in the absence of their spatial segregation into distinct, non-overlapping piriform layers.

## Discussion

We have identified genes expressed in subpopulations of piriform neurons that segregate into distinct layers and sub-layers of the piriform cortex. A strikingly similar segregation into layers and sub-layers is observed for piriform projection neurons connecting with different target areas. Our results suggest that the connectivity of piriform neurons can be inferred from their molecular identity. These molecular signatures of connectivity are maintained in Reelin-deficient mice, in which the laminar organization of the piriform cortex is lost and the positions of projection neurons are scrambled. Our data suggest that in the absence of positional information, the molecular identities of piriform neurons are sufficient to assure the specificity of piriform output connectivity.

We used laser-capture micro-dissection and RNA deep sequencing to identify candidate genes enriched in individual piriform layers. Interestingly, transcriptome analysis for genes enriched in layer I produced many mRNAs encoding synaptic proteins, such as scaffolding proteins, signalling molecules and receptors (Supplementary Table 1, and data not shown). Piriform layer I is primarily comprised of the axon terminals of OB mitral cells, the dendrites of layer II/III neurons and a sparse population of interneurons. The identification of synaptic proteins suggests that our analysis detects transcripts locally translated in the neuropil, consistent with results obtained by the transcriptome analysis of synaptic neuropil of the CA1 area of the rat hippocampus^42^. In contrast, many genes enriched in layers II and III are transcription factors and axon guidance molecules. These layer-specific piriform genes exhibit various degrees of selectivity. Cux1, for example, is expressed in a large population of cells. Cux1^+^ neurons are molecularly and morphologically heterogeneous and include glutamatergic and GABAergic neurons. In contrast, Tle4, Barhl1 and Foxp2 are expressed in sparse subpopulations of excitatory projection neurons that are strictly confined to layer III. Interestingly, Reelin expression is observed in two distinct and spatially segregated subpopulations of piriform neurons. Similar to the neocortex^43^, we find that Reelin is expressed in sparse populations of predominantly GABAergic interneurons in piriform layers I and III. In addition, we identify densely packed Reelin^+^ neurons in layer IIa. Reelin^+^ layer IIa cells express the transcription factors Tbr1 and Fezf2, and exhibit the characteristic morphologies of semilunar cells.

The gene expression patterns we describe for the adult piriform cortex likely reflect the outcome of developmental genetic programs that control the differentiation, maturation and connectivity of distinct subclasses of piriform neurons. Interestingly, our data indicate that these transcriptional programs are strikingly different from those observed in the neocortex. In the neocortex, Cux1 marks the superficial layers II/III, while Fezf2 is exclusively expressed in neurons of the deep layers V and VI. Notably, this organization is reversed in the piriform cortex: Fezf2 expression is restricted to superficial cells in layer IIa, while Cux1 is expressed in deeper portions of layers IIb and III. Furthermore, Cux1 and Ctip2, a marker of the deep neocortical layers V and VI^44^, are expressed in mutually exclusive subpopulations of neocortical neurons. In sharp contrast, Cux1 and Ctip2 are co-expressed in about 30% of piriform layer IIb cells. These observations challenge the view of piriform cortex as a simple, ancestral cortical structure. A comparative analysis of the genetic programs that control neocortical and piriform neural specification may provide important new insights into the evolution of cortical neural circuits. Moreover, the genes we have identified will provide genetic access to distinct subclasses of piriform neurons, thus facilitating the analysis of their functions in the routing of odour information in the olfactory system.

In addition to the laminar distribution of piriform projection neurons, rostro-caudal patterns of organization are also likely to reflect the specificity of piriform connections. While we observe that the molecular identities of OB- and CoA-projecting piriform neurons are maintained along the rostro-caudal axis, a recent study has demonstrated that piriform projections to two other subdivisions of the PFC, the agranular insular cortex and the lateral orbitofrontal cortex, segregate along the rostro-caudal axis of the piriform cortex^14^. It will be interesting to test whether this graded connectivity is matched by the graded expression of genes that specify these subclasses of projection neurons.

Is the correct positioning of neurons into distinct cortical layers required for the specification of piriform neurons and the establishment of connections with appropriate downstream targets? We observed that in *reeler* mice, the laminar organization of the piriform cortex is lost, and the positions of piriform neurons are scrambled. Loss of Reelin, however, does not appear to have any major impact on the specification of piriform neural subtypes. For example, we did not observe any significant differences in the absolute or relative numbers of Ctip2-, Cux1-, Tle4-, Barhl1-, Foxp2- and Fezf2-expressing neurons. These findings are consistent with recent studies on neural specification in the neocortex and amygdala of *reeler* mice^39^,^40^. Furthermore, connections of piriform neurons with many piriform target areas appear to be at least partially maintained; our antero- and retrograde tracing experiments suggest that piriform neurons in *reeler* mice still project to all major target areas (data not shown). Importantly, molecular signatures of connectivity are maintained in *reeler* mice despite the scrambling of neural position. In wild-type mice, CoA- and OB-projecting neurons segregate into layers IIa, and IIb and III, respectively. In Reeler mutant mice, CoA- and OB-projecting neurons are distributed throughout the depth of piriform cortex in an intermingled fashion. However, CoA- and OB-projecting neurons can easily be discriminated based on the mutually exclusive expression of Fezf2 and Cux1.

Our finding, that a predictive link between neural identity and connectivity is maintained despite the scrambling of neural position, is reminiscent of motor neuron organization and connectivity in the spinal cord. The clustering of motor neurons into discrete motor pools critically depends on cadherin–catenin signalling, and the functional inactivation of β- and γ-catenin scrambles motor neuron position. β- and γ-catenin inactivation, however, does not perturb motor neuron identity and connectivity^45^. Therefore, for both the punctuate design of the neuromuscular map and the laminar organization of the olfactory cortex, the specificity of neural circuit output primarily depends on the molecular identity of the neurons rather than the precise positioning of neurons into clusters and layers.

## Methods

### Mice

Adult (8- to 12-week-old) male C57BL/6 wild-type mice, and *reeler* mice^36^ (obtained from the Jackson Laboratory, stock number 000235) were used in this study. Mice were housed at the animal facility at the CIRB/College de France. All experiments were performed according to European and French National institutional animal care guidelines (protocol number B750512/00615.02).

### Laser-capture micro-dissection and RNA deep sequencing

Brain sections were obtained from 10 week-old C57BL/6 mice. Coronal sections (30 μm thick) were cut at 0.8–1.2 mm posterior to Bregma using a Microm HM560 cryostat and mounted on PET-membrane slides (Leica). The three layers of piriform cortex were dissected using the Laser Micro Dissector (Leica LMD 7000) according to the manufacturer's recommendations. RNA was extracted from the collected tissue using the RNeasy Micro Kit (Qiagen). RNA amplification (Ovation RNA-Seq system, NuGEN), library preparation and Illumina sequencing were performed at the Ecole Normale Superieure Genomic Platform (Paris, France). Libraries were prepared using the strand non-specific RNA-Seq library preparation TruSeq RNA Sample Prep Kits v2 (Illumina). Libraries were multiplexed by three on two single-flowcell lanes and subjected to 50 bp paired-end read sequencing on a HiSeq 1,500 device (Illumina). Reads were aligned against the Mus musculus reference sequence (mm10—UCSC) using Bowtie mapper (version 0.12.9). Statistical treatments and differential analyses were performed using DESeq 1.8.3. Additional analysis was performed to extract gene sets by using Independent Component Analysis with parameters set as described in ref. 30. For each layer comparison, genes were sorted based on their expression log ratio and used as ranked gene list for GSEA analysis. Independent Component Analysis gene sets were then tested for their behaviour on these ranked gene lists.

### RNA *in situ* hybridization

Mouse brains were dissected and rinsed in ice-cold PBS, embedded in OCT (Tissue-Tek), snap frozen in liquid nitrogen and stored at −80 °C. Coronal brain sections (16 μm thick) were prepared using a cryostat. Two-colour RNA hybridization with DIG- and FITC-labelled probes was performed at 60–65 °C overnight. The RNA probes were labelled via *in vitro* transcription with T3, T7 or SP6 RNA polymerase (Roche and Promega) in the presence of digoxigenin (DIG)- or fluorescein isothiocynate (FITC)-labelled dUTP (Roche). Linearized plasmids (*Fezf2, Btbd3*, FANTOM Consortium; *Rorb*, gift from S.J. Chou) or PCR products obtained from piriform complementary DNA (*Prdm8*, *Zic1*, *Npcd*) were used as templates. Complementary DNA was prepared (SuperScriptVILO cDNA Synthesis system, Invitrogen) from 2 μg of total RNA, extracted from adult piriform cortex using Trizol (Invitrogen). PCR primers: *Prdm8* fw- 5′- TGCCAAGGCTGTCCAACAGTGTCTGAC -3′; rev- 5′- GGAACCGCCTCTTGCCTTTGCAGC -3′. *Zic1* fw- 5′- GATCAGAACAAGCTCTCTGGGGCTTC -3′; rev- 5′- CCAAGATCCACTAAAGCTGGCACAGG -3′. *Npcd* fw- 5′- GATCAACGACAAGGTGGCCCAGCTG -3′; rev-5′- CGAGGTAGGCCTGGAGCATAGGG -3′. First round PCR amplification protocol: 3 min at 94 °C, 12 cycles of 30 s 94 °C, 40 s at 48 °C and 5 min at 72 °C.

For the second round PCR amplification, the T7 promoter sequence was added to the reverse primers: *Prdm8* fw- 5′- ACATCCCAGAGAACGCCATATTCGGTC -3′; rev- 5′- TTCCAGTTCCCGAGCCAAGTTGTGG -3′. *Zic1* fw- 5′- GCTCTCTGGGGCTTCAGCTTTTC -3′; rev- 5′- CAGTTCTGGAAACTAAAGTGTACATACGAG -3′. *Npcd* fw- 5′- CCTGAAAGACAGCAACTGGCACC -3′; rev- 5′- GTCAAAGGCTACCTCTACCCACG -3′. Second round PCR amplification protocol: 3 min at 94 °C, 35 cycles of 30 s 94 °C, 40 s at 60 °C, and 3 min at 72 °C and 10 min at 72 °C. The DIG probes were detected with sheep anti-DIG antibody (1:1,000 dilution) conjugated to alkaline phosphatase (1:1,000 dilution, Roche) and visualized using BCIP/NBT (Roche). The fluorescent signal of FITC and DIG probes were detected with sheep anti-FITC or anti-DIG antibodies conjugated to horseradish peroxidase POD (Roche) and visualized using FITC or Cy3 tyramide (Perkin-Elmer). Neurotracer (Molecular Probes) was used as a counterstain. Images were acquired with a Nikon 90i widefield microscope and a Leica SP5 confocal microscope.

### Immunohistochemistry

Mice were deeply anaesthetised with pentobarbital and transcardially perfused with 10 ml of PBS, followed by 10 ml of 4% paraformaldehyde. Brains were post-fixed for 5 h in 4% paraformaldehyde at 4 °C. Coronal sections (200 μm thick) were prepared using a vibrating-blade microtome (Microm Microtech). Sections were rinsed in PBS and permeabilized in PBS/0.1% Triton X-100 for 1 h, and blocked in PBS/0.1% Triton X-100/2% heat-inactivated horse serum (Sigma) for 1 h. After incubation with primary antibodies at 4 °C overnight, sections were rinsed in PBS/0.1% Triton X-100, three times for 15 min at room temperature, blocked in PBS/0.1% Triton X-100/2% heat-inactivated horse serum for 1 h and incubated with secondary antibodies overnight at 4 °C. The following antibodies were used at the indicated dilutions: rabbit anti-Tbr1 1:500 (Abcam ab31940), rat anti-Ctip2 1:100 (Abcam AB18465), mouse anti-Reelin 1:500 (Millipore MAB5364), rabbit anti-Cux1 1:50 (Santa Cruz sc-13024), goat anti-Tle4 1:50 (Santa Cruz sc-13377), rabbit anti-Barhl1 1:500 (Sigma HPA 004809), goat anti-Foxp2 1:250 (Santa Cruz sc-21069), chicken anti-GFP 1:1,000 (Abcam ab13970). Appropriate secondary antibodies (1:1,000) conjugated to Cy3 (Jackson Labs) or Alexa 405, 488, 568 or 647 (Molecular Probes) were incubated together with Neurotrace counterstain (1:500, Invitrogen). Sections were mounted on SuperFrost Plus (Menzel-Gläser) microscope slides in Fluorescent Vectashield Mounting Medium (Vector). Images were acquired with a Leica SP5 confocal microscope

### Anterograde and retrograde tracing

Mice were anaesthetised with ketamine/xylazine (100 mg kg^−1^ per 10 mg kg^−1^, Sigma-Aldrich) and a small craniotomy was made above the injection site. For anterograde neural tracing experiments, 0.7 μl of AAV5.hSyn.hChR2(H134R)-eYFP.WPRE.hGHpA was stereotaxically into the piriform cortex. For intersectional viral tracing experiments, 0.4 μl of AAV1.EF1α.DIO.hChR2(H134R)-eYFP.WPRE.hGHpA was injected into the piriform cortex, and 0.4 μl of canine adenovirus (CAV)-2-Cre^33^,^46^ was injected into the OB or the CoA. For labelling GABAergic interneurons, 0.7 μl of AAV1.EF1α.DIO.eGFP.WPRE.hGHpA was injected into the piriform cortex of Gad2-Cre transgenic mice^47^. Virus was injected using a glass pipette with a 10–20 μm tip diameter. AAVs were obtained from the UNC Vector Core (University of North Carolina at Chapel Hill). CAV2-Cre was obtained from the Montpellier Vector Platform (PVM). For retrograde neural tracing experiments, 2 μl of 1% CTB conjugated to Alexa 488 and 594 (Molecular Probes) was injected at 0.20 μl min^−1^ using a Hamilton 1701 syringe with a 33GA needle, controlled by a nanoliter infusion pump (Kd-Scientific). The following coordinates, based on the Paxinos and Franklin Mouse Brain Atlas were used: piriform cortex: anterior-posterior (AP) -0.60, medio-lateral (ML) 3.98, dorso-ventral (DV) 4.00; OB: AP and ML coordinates were determined visually, DV 0.50; medial PFC (including the prelimbic (PrL), infralimbic (IL), and cingulate (Cg) cortex): AP +1.41, ML 0.20, DV 1.70; posteromedial cortical amygdaloid nucleus: AP −2.90, ML 2.70, DV 4.55; lENT: AP −3.80, ML 3.75, DV 2.80.

### Quantification of gene expression and retrograde tracing

All image processing and quantification was performed in ImageJ and Adobe Photoshop CS5. Immunohistochemical analysis of piriform neurons was obtained from sections at 0.8–1.2 mm posterior to Bregma, except for Supplementary Fig. 5. For each mouse, cells in 4 fields of view (738 × 738 μm) were counted unless indicated otherwise. The depth of piriform cortex was measured based on histological reference points defined in the Paxinos and Franklin Mouse Brain Atlas, and the relative position of cells across the depth of piriform cortex was determined by measuring the distance of a cell from the pia, divided by the depth of piriform cortex. A given field of view was divided into 15 bins, and the fraction of cells in each bin was calculated as the total number of cells in each bin, divided by the total number of cells in the field of view. The fraction of projecting neurons expressing a given gene was calculated as the number of CTB-labelled cells expressing a given gene, divided by the total number of CTB-labelled cells. The morphologies of ChR2-eYFP-expressing cells were reconstructed from high resolution confocal images (12 bit grayscale, *x*, *y*: 0.6 μm/pixel, *z* step size 0.5 μm), using the ‘Simple Neurite Tracer' Image J plug-in^48^. Statistical analyses were performed using GraphPad Prism 6 software.

### Data availability

The RNA sequencing data and raw fastq files have been deposited in NCBI's Gene Expression Omnibus^49^ and are accessible through the GEO repository (www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE70800) under the accession number GSE70800.

## Additional information

**How to cite this article:** Diodato, A. *et al*. Molecular signatures of neural connectivity in the olfactory cortex. *Nat. Commun.* 7:12238 doi: 10.1038/ncomms12238 (2016).

## Supplementary Material

Supplementary Information Supplementary Figures 1-7 and Supplementary Table 1

## Figures and Tables

**Figure 1:**
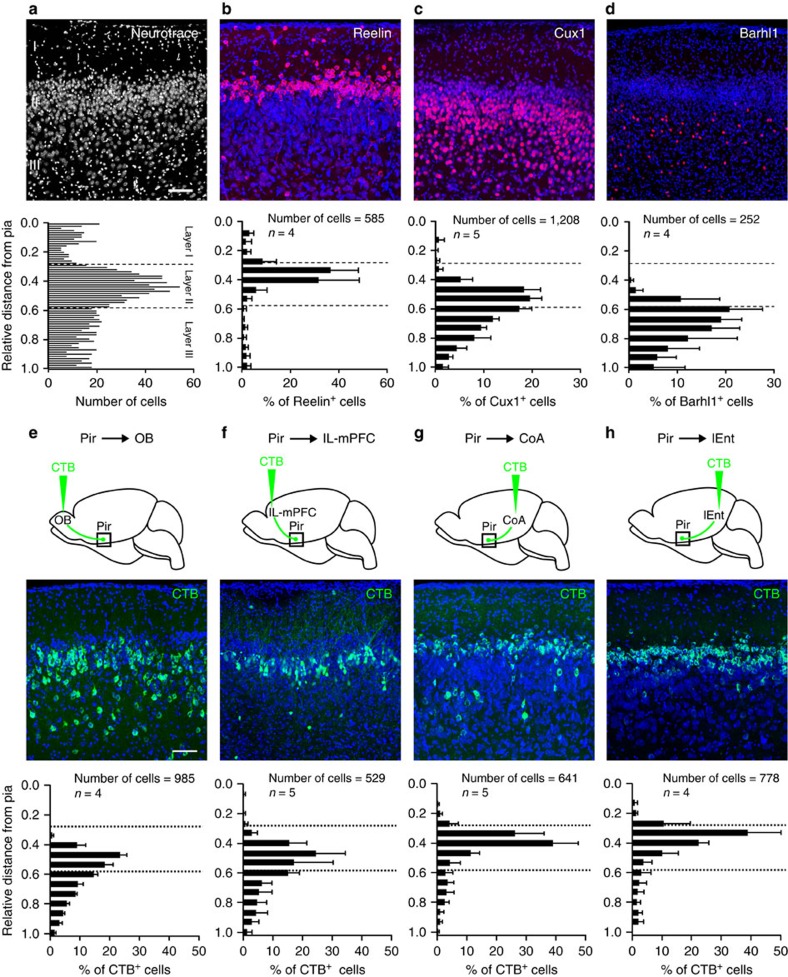
Piriform genes and connections segregate into distinct cortical layers. (**a**) Piriform layers: neurons are sparse in layer I, dense in layer II, and of intermediate density in layer III. (**b**–**d**) Immunohistochemical detection (in red) of proteins differentially expressed across piriform layers. (**b**) Reelin marks densely packed neurons in layer IIa. (**c**) Cux1 is expressed in neurons of layers IIb and III. (**d**) Barhl1 marks subpopulations of neurons in layer III. Neurotrace counterstain in blue. (**e**–**h**) Schematic representations of the cholera toxin B (CTB) injection sites, and coronal sections through the piriform cortex. CTB labelling in green, Neurotrace counterstain in blue. (**e**) Neurons projecting to the olfactory bulb (OB) are present in large numbers in layers IIb and III, while (**f**) neurons projecting to infralimbic division of the medial prefrontal cortex (IL-mPFC) are predominantly located in layer IIb. (**g**,**h**) Neurons projecting to the posteriormedial cortical amygdaloid nucleus (CoA) and the lateral entorhinal cortex (lENT) are enriched in layer IIa. Scale bars, 100 μm. Differential distributions of cells are quantified in histograms, data are represented as mean ±s.d. *n*=number of mice.

**Figure 2:**
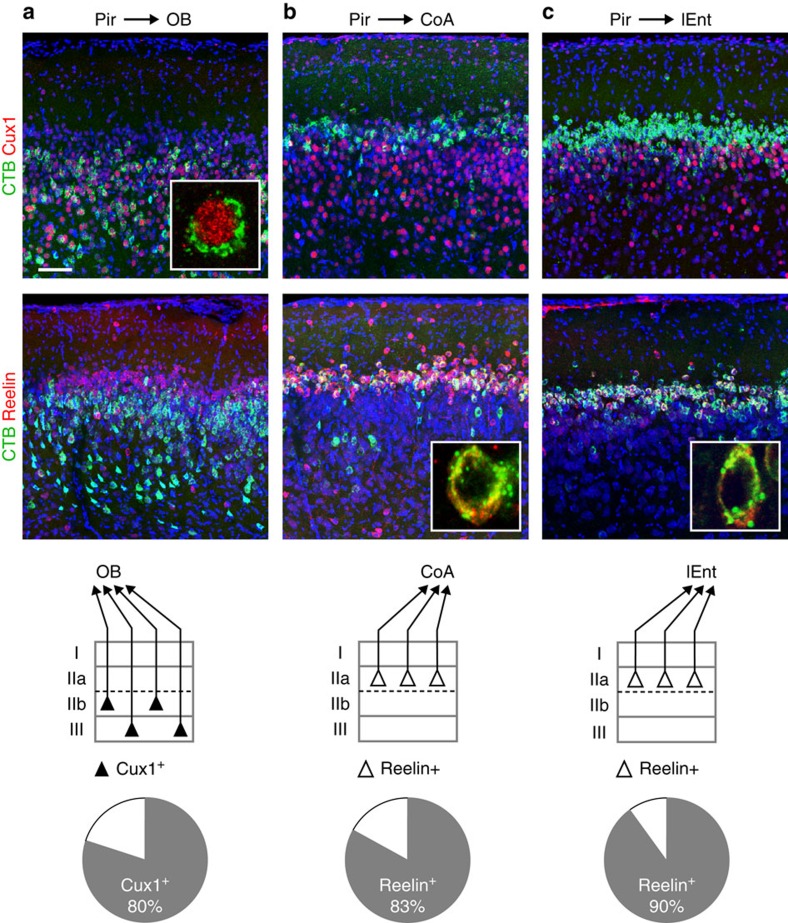
Genes delineate neurons with distinct connectivities. (**a**) Cux1 marks OB-projecting neurons. CTB-labelled cells are shown in green, immunohistochemistry for Cux1 or Reelin in red. Insert: a CTB^+^/Cux1^+^ cell at high magnification. Fraction of CTB-labelled cells expressing Cux1: 80±6%. OB-projecting neurons are Reelin^−^. Scale bar, 100 μm. (**b**) Reelin marks CoA-projecting neurons. Insert: a CTB^+^/Reelin^+^ cell at high magnification. Fraction of CTB-labelled cells expressing Reelin: 83±6%. CoA-projecting neurons are Cux1^−^. (**c**) Reelin also marks lENT-projecting neurons. Insert: a CTB^+^/Reelin^+^ cell at high magnification. Fraction of CTB-labelled cells expressing Reelin: 90±4%. lENT-projecting neurons are Cux1^−^. Fractions of co-labelled cells are mean±s.e.m. (see main text for details). Schemes represent the laminar distribution and the molecular identities of neurons with distinct connectivities.

**Figure 3:**
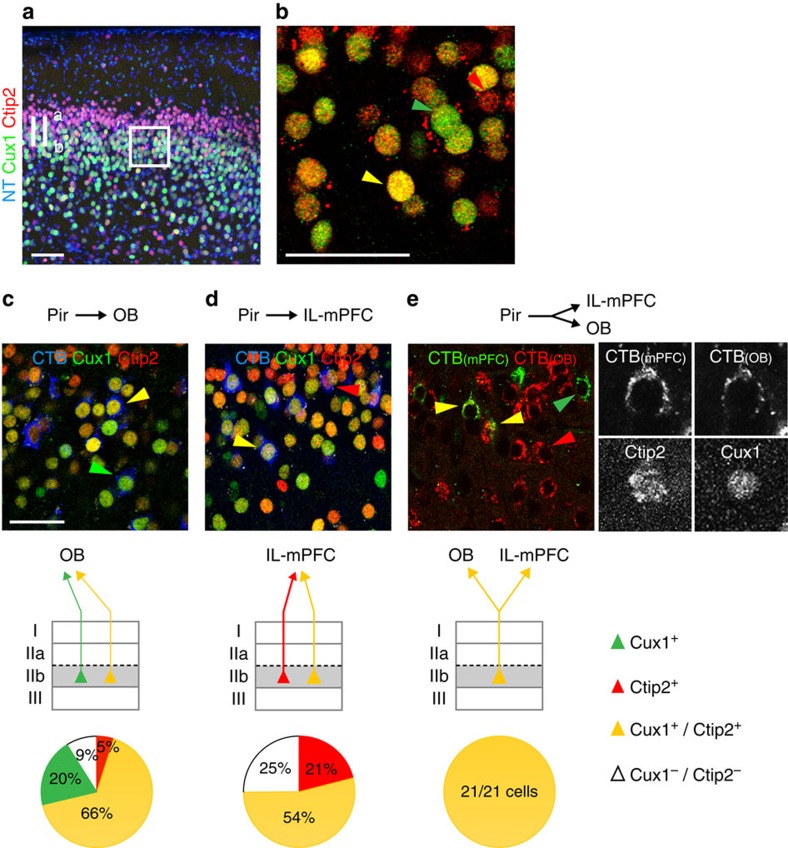
Gene expression patterns discriminate OB- and IL-mPFC-projecting neurons within layer IIb. (**a**) Ctip2 expression (in red) and Cux1 expression (in green) partially overlap in neurons in piriform layers IIb and III. Neurotrace counterstain in blue. Scale bar, 100 μm. (**b**) High magnification of piriform layer IIb (boxed area in **a**). The combinatorial expression of Cux1 and Ctip2 specifies three different subclasses of projection neurons in piriform layer IIb, Cux1^+^ (in green, green arrowhead), Ctip2^+^ (in red, red arrowhead), and Cux1^+^/Ctip2^+^ (in yellow, yellow arrowhead). Scale bar, 50 μm. (**c**) OB-projecting neurons in layer IIb are Cux1^+^/Ctip2^+^ (66±16%), or Cux1^+^/Ctip2^−^ (20±8%). Only 5±2% are Cux1^−^/Ctip2^+^. Scale bar, 50 μm. (**d**) IL-mPFC-projecting neurons in piriform layer IIb are Cux1^+^/Ctip2^+^ (54±12%), or Cux1^−^/Ctip2^+^ (21± 3%). No Cux1^+^/Ctip2^−^ IL-mPFC-projecting neurons were observed. (**e**) Injection of green CTB into the IL-mPFC, and red CTB into the OB reveals layer IIb cells projecting to both target areas (yellow). All double-projecting neurons (21 out of 21) are Cux1^+^/Ctip2^+^. Grey scale images show a Cux1^+^/Ctip2^+^, OB/IL-mPFC double-projecting neuron. Fractions of co-labeled cells are mean±s.e.m. (see main text for details). Schemes represent the laminar distribution and the molecular identities of neurons with distinct connectivities.

**Figure 4:**
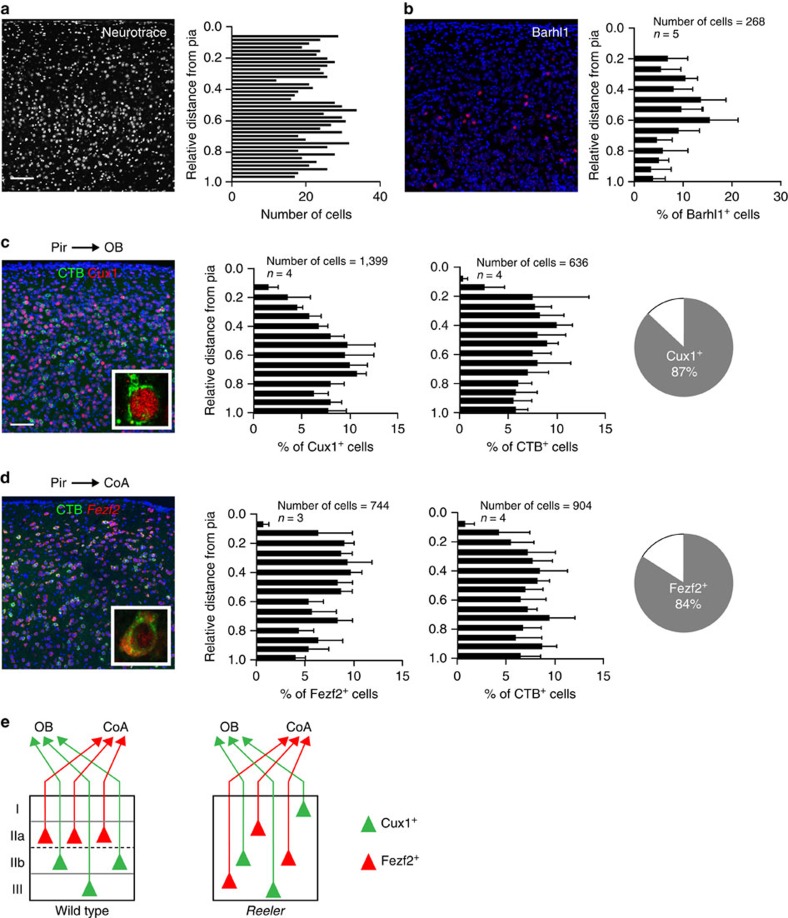
Molecular signatures of OB- and CoA-projecting neurons are independent of cortical layer positioning. In *reeler* mice, (**a**) cell density and (**b**) Barhl1^+^, (**c**) Cux1^+^ and (**d**) Fezf2^+^ neurons are evenly distributed across piriform cortex. Similarly, CTB injections into the OB (**c**) and the CoA (**d**) do not mark neurons that segregate into layers. (**c**) Cux1 marks OB-projecting neurons. Insert: a CTB^+^/Cux1^+^ cell at high magnification. Fraction of CTB-labelled neurons expressing Cux1: 87±1%. (**d**) *Fezf2* marks CoA-projecting neurons. Insert: a CTB^+^/*Fezf2*^+^ cell at high magnification. Fraction of CTB-labelled neurons expressing *Fezf2*: 84±2%. Fractions of co-labelled cells are mean±s.e.m. (see main text for details). Differential distributions of cells quantified in histograms are represented as mean±s.d. Scale bars, 100 μm. (**e**) Schematic representation of piriform projection neurons to OB and CoA in wild-type (left) and *reeler* (right) mice. Despite the scrambled positioning of the OB- and CoA- projecting neurons, their molecular identities are conserved in *reeler* mice.

# Supplementary material for: Molecular signatures of neural connectivity in the olfactory cortex
**Source:** Nat Commun. 2016 Jul 18;7:12238. doi: 10.1038/ncomms12238
**Supplement:** Supplementary Information — Supplementary Figures 1-7 and Supplementary Table 1

## Supplementary Figure 1

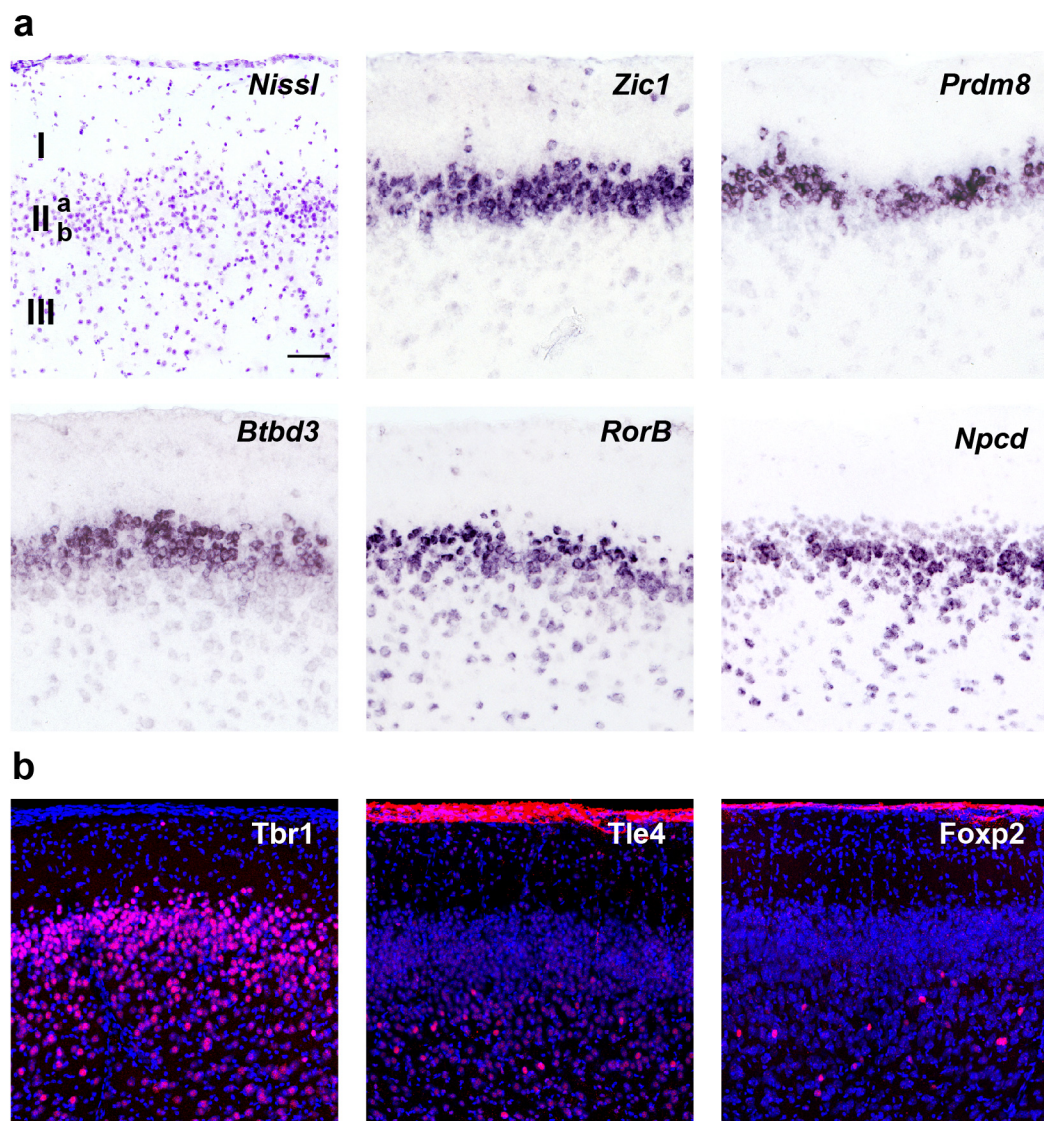

### Supplementary Figure 1. Genes differentially expressed across piriform layers.

(a) *In situ* hybridization of genes differentially expressed across piriform layers. Nissle staining (top left) is shown as a reference for cell density. *Zic1* is expressed in neurons in layer II, and in a sparse subpopulation of neurons in layer I. *Prdm8* and *Btbd3* mark neurons in layer II. *Rorb* is expressed in neurons in layer IIa, and in subpopulations of neurons in layers IIb and III. *Npcd* marks neurons in layer IIb and III. Scale bar = 100µm.

(b) Immunohistochemical detection of proteins differentially expressed across piriform layers. *Tbr1* is a marker for cortical projection neurons and is broadly expressed in layers II and III. *Tle4* and *Foxp2* mark sparse subpopulations of neurons in layer III.

## Supplementary Figure 2

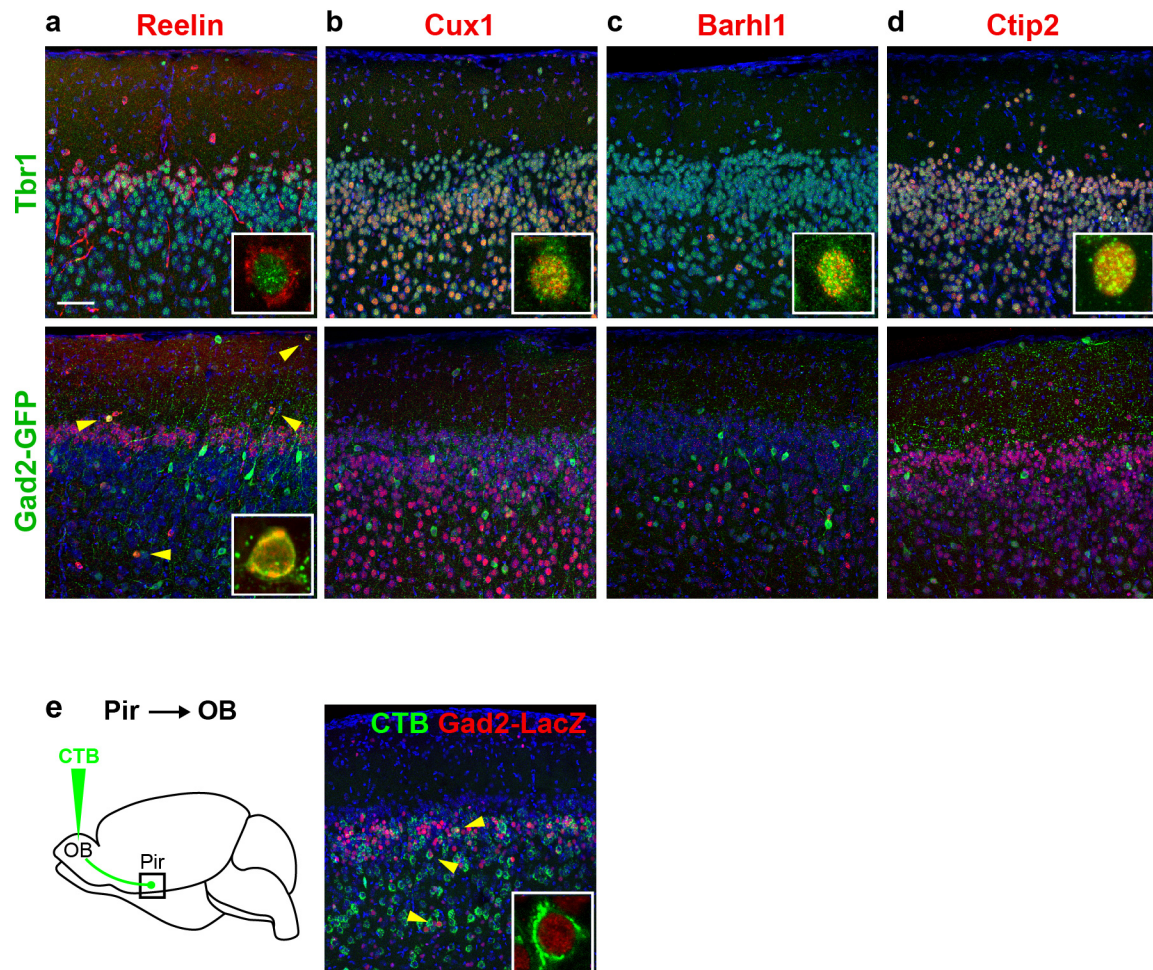

### Supplementary Figure 2. Reelin<sup>+</sup> cells in piriform layer IIa, and piriform Cux1<sup>+</sup>, Barhl1<sup>+</sup>, and Ctip2<sup>+</sup> cells are glutamatergic projection neurons.

(a, top panel) The majority of Reelin<sup>+</sup> cell in piriform layer IIa express Tbr1<sup>+</sup>, a marker for glutamatergic projection neurons (>99%, 742 Tbr1<sup>+</sup>/Reelin<sup>+</sup> out of 743 Reelin<sup>+</sup> cells). Insert: a Reelin<sup>+</sup>/Tbr1<sup>+</sup> cell at high magnification. In contrast, only one third of the Reelin<sup>+</sup> cells in layers I and III are Tbr1<sup>+</sup> (layer I: 32%, 15 out of 47 cells, layer III: 32%, 6 out of 19 cells).

(a, bottom panel) Conditional expression of GFP in Gad2-cre transgenic mice, via infection with AAV-flex-GFP, identifies GABAergic Reelin<sup>+</sup> cells in layers I and III (yellow arrowheads), but not in layer IIa (layer I: 56%, 14 out of 25 cells, layer IIa: 1%, 5 out of 603 cells, layer III: 63%, 17 out of 27 cells). Scale bar = 100μm.

(b) The majority of Cux1<sup>+</sup> piriform neurons are Tbr1<sup>+</sup> (97%, 709 out of 730 cells) (top). Insert: a Cux1<sup>+</sup>/Tbr1<sup>+</sup> cell at high magnification. 6% (37 out of 606 cells) of Cux1<sup>+</sup> cell are Gad2-cre/GFP<sup>+</sup> (bottom).

(c) The majority of Barhl1<sup>+</sup> piriform neurons are Tbr1<sup>+</sup> (95%, 107 out of 113 cells) (top). Insert: a Barhl1<sup>+</sup>/Tbr1<sup>+</sup> cell at high magnification. 2% (3 out of 154 cells) of Barhl1<sup>+</sup> cell are Gad2-cre/GFP<sup>+</sup> (bottom).

(d) The majority of Ctip2<sup>+</sup> piriform neurons are Tbr1<sup>+</sup> (95%, 1197 out of 1259 cells) (top). Insert: a Ctip2<sup>+</sup>/Tbr1<sup>+</sup> cell at high magnification. 3% (19 out of 631 cells) of Ctip2<sup>+</sup> cell are Gad2-cre/GFP<sup>+</sup> (bottom).

(e) Identification of putative GABAergic piriform neurons projecting to the OB. CTB injections into the OB mark (in green) show putative GABAergic neurons, identified by the expression of the nuclear lacZ reporter (in red) in Gad2-cre; ROSA-lox-stop-lox-nlacZ transgenic mice (8%, 40 nlacZ<sup>+</sup>/CTB<sup>+</sup> out of 522 CTB<sup>+</sup> cells). For all co-labeling experiment, piriform neurons on three histological sections from two mice were counted.

### Supplementary Figure 3

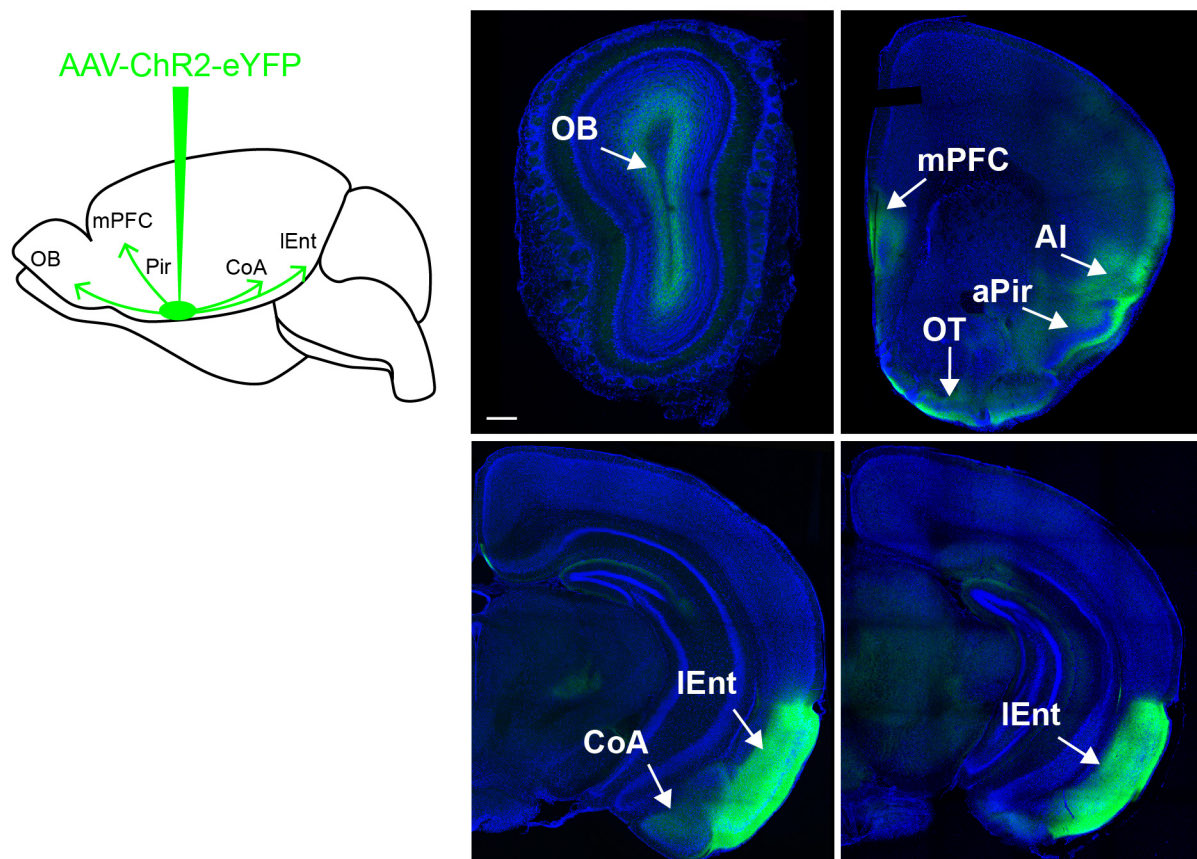

#### **Supplementary Figure 3. Anterograde tracing of piriform outputs.**

Identification of piriform target regions using anterograde neural tracing. Schematic representation of the AAV-ChR2-eYFP injection site and piriform target areas. eYFP expression identifies piriform projections to the olfactory bulb (OB), the infralimbic subdivision of the medial prefrontal cortex (mPFC), olfactory tubercle (OT), anterior piriform cortex (aPir), agranular insular cortex (AI), posterior-medial cortical amygdala (CoA), and the lateral entorhinal cortex (IEnt). Scale bar = 500 $\mu$ m.

## Supplementary Figure 4

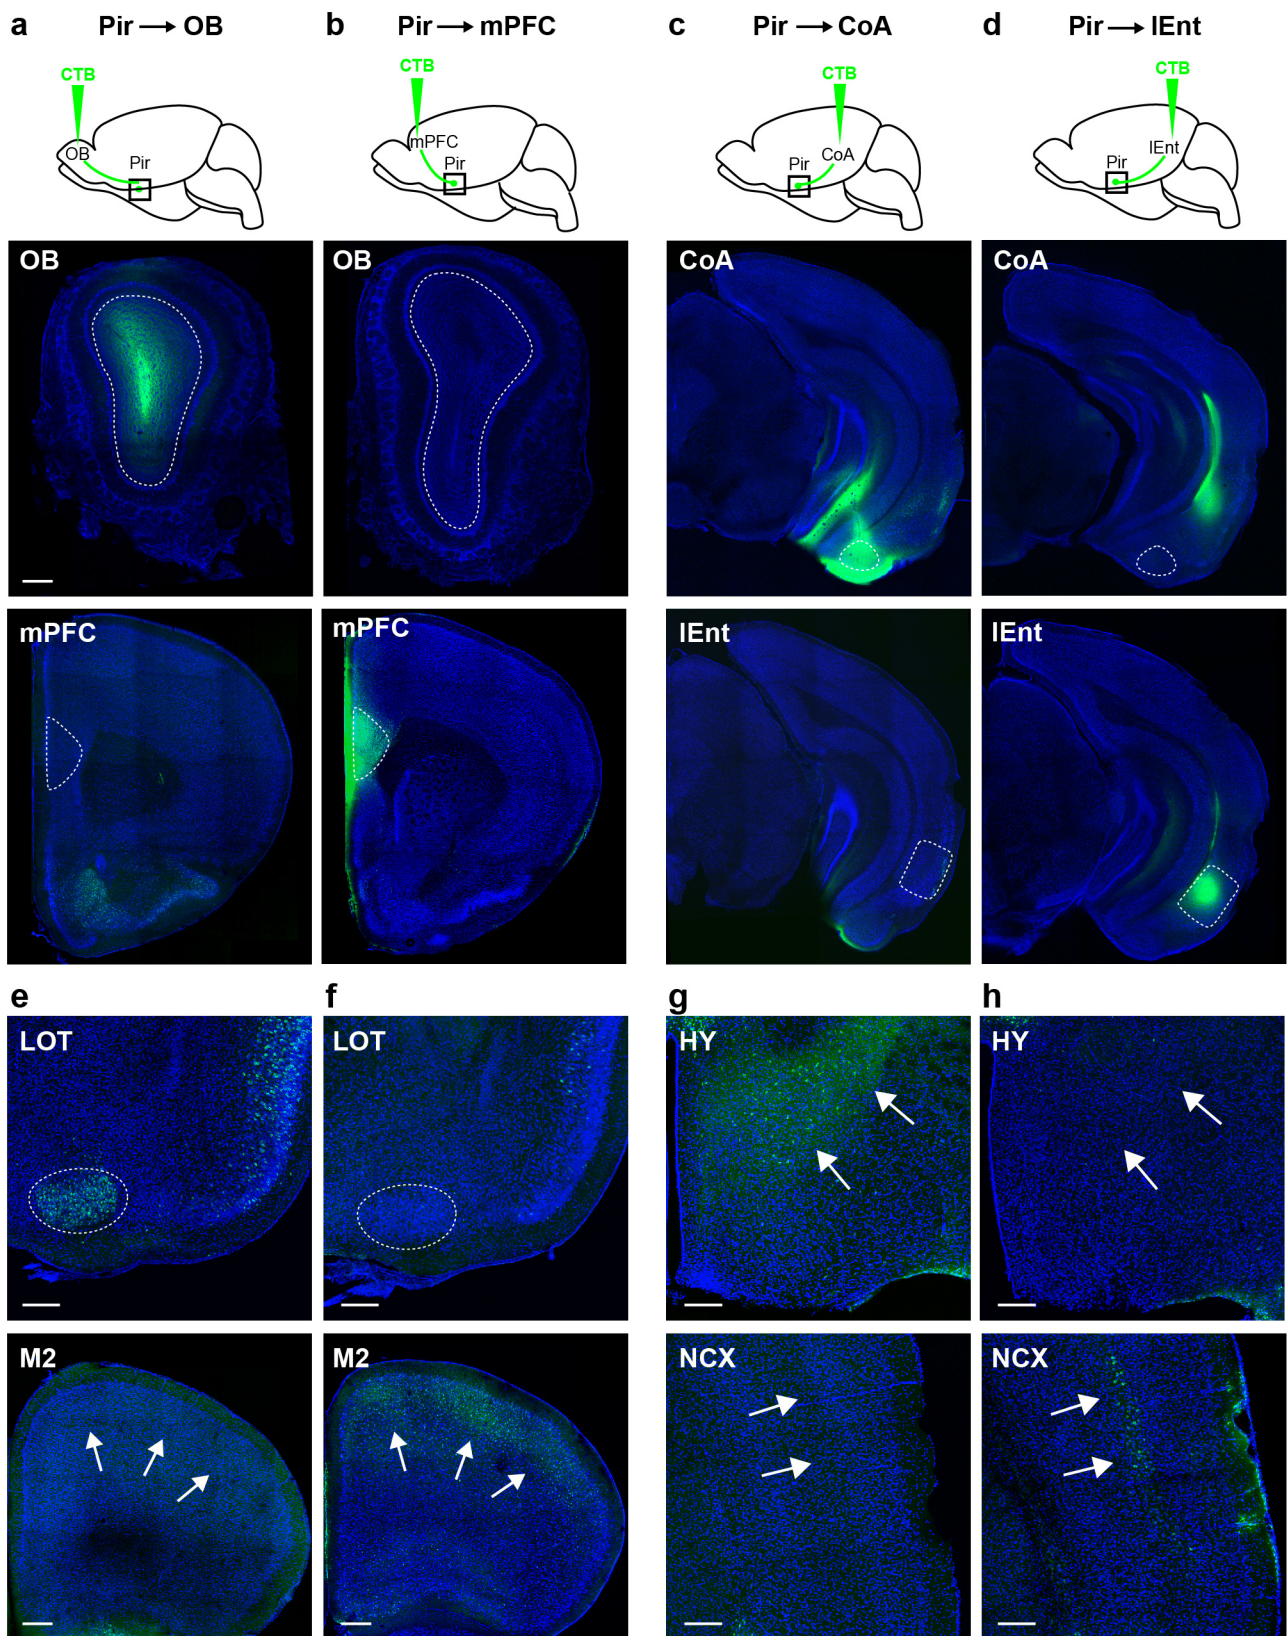

### Supplementary Figure 4. Specificity of CTB injection sites.

(a-d, top panels) Representative examples of CTB injection sites into the (a) olfactory bulb (OB), (b) medial prefrontal cortex (mPFC), (c) posteromedial cortical amygdaloid nucleus (CoA), and (d) lateral entorhinal cortex (IENT). (a, b, bottom panel) CTB diffusion into the mPFC is not observed in the OB-injected brain. Conversely, CTB diffusion into the OB is not observed in the mPFC-injected brain. (c, d, bottom panel) CTB diffusion into the IENT is not observed in the CoA-injected brain. CTB diffusion into the CoA is not observed in the IENT-injected brain.

(e-h) CTB injections into the 4 piriform target areas shown in (a-d) mark distinct, non-overlapping populations of neurons in other brain areas. (e, f) CTB injections into the OB mark neurons in the nucleus of the lateral olfactory tract (LOT), but not in secondary motor cortex (M2). Conversely, CTB injections into the mPFC mark neurons in M2 but not in the LOT. (g, h) CTB injections into the CoA mark neurons in the hypothalamus (HY), but not in layer 5 of secondary somatosensory cortex (S2). CTB injections into the IENT mark neurons in S2 but not in the HY. Scale bars = 500µm.

## Supplementary Figure 5

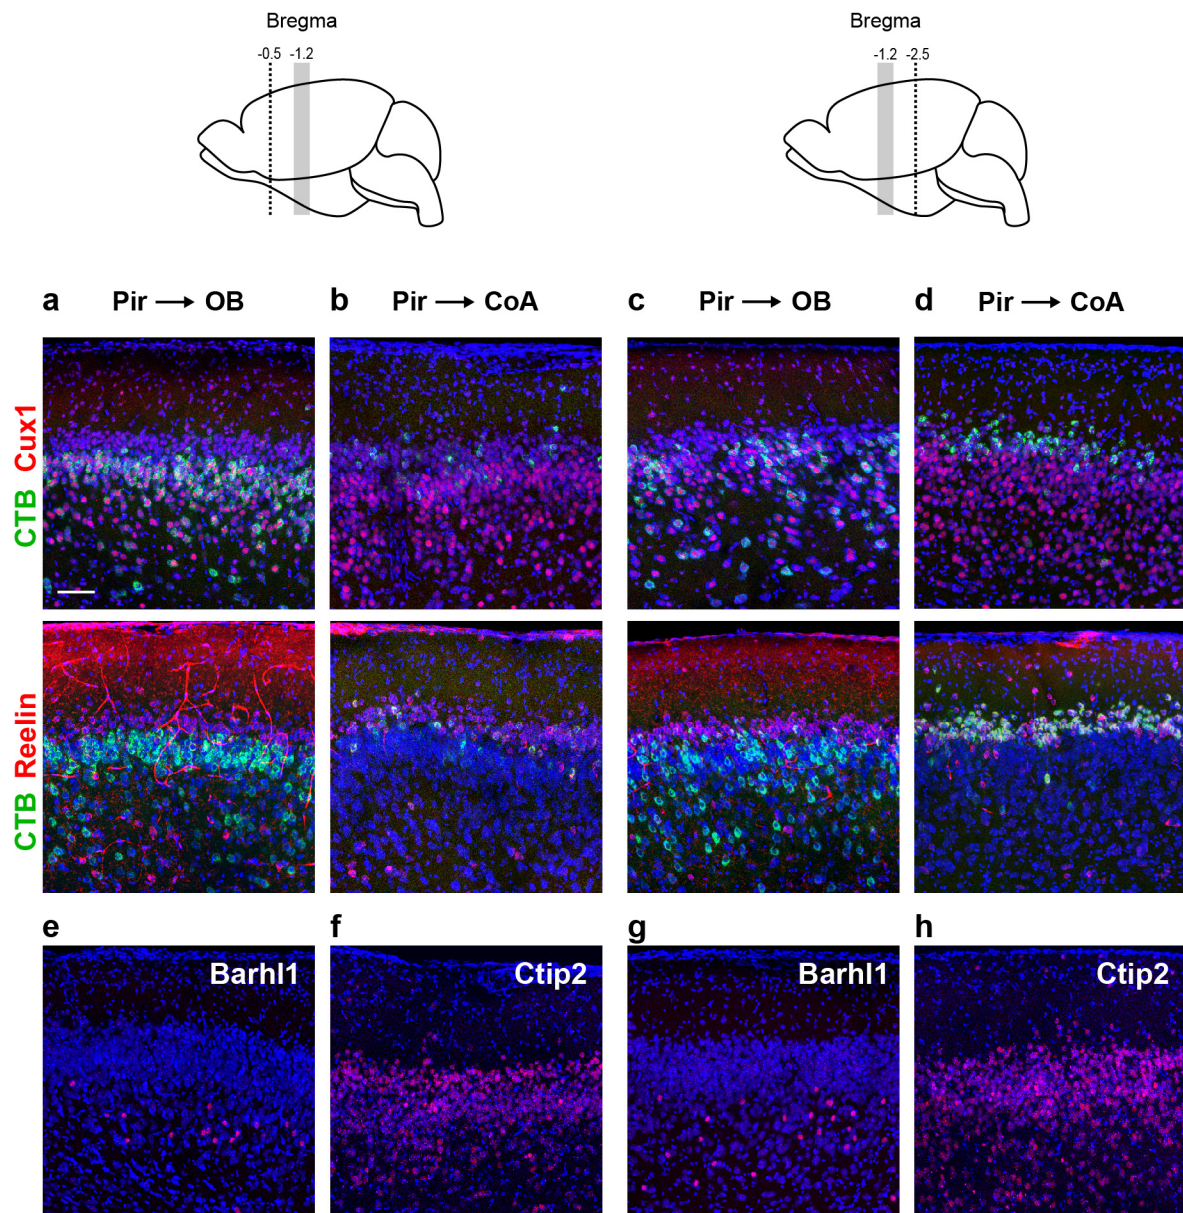

**Supplementary Figure 5. Molecular signatures of connectivity are maintained along the rostro-caudal axis of piriform cortex.**

(a, b) Representative examples of histological sections through the piriform cortex at 0.5 mm posterior to Bregma. Scale bar = 100µm.

(c, d) Representative examples of a histological section through the piriform cortex at 2.5 mm posterior to Bregma. The majority of OB-projecting neurons are located in piriform layers IIb and III, and are Cux1+/Reelin-. In contrast, the majority of CoA-projecting neurons are located in piriform layer IIa, and are Cux1-/Reelin+.

(e - h) The laminar distribution of Barhl1+ neurons (layer III) and Ctip2+ neurons (layers II and III) is maintained along the rostro-caudal axis of piriform cortex.

## Supplementary Figure 6

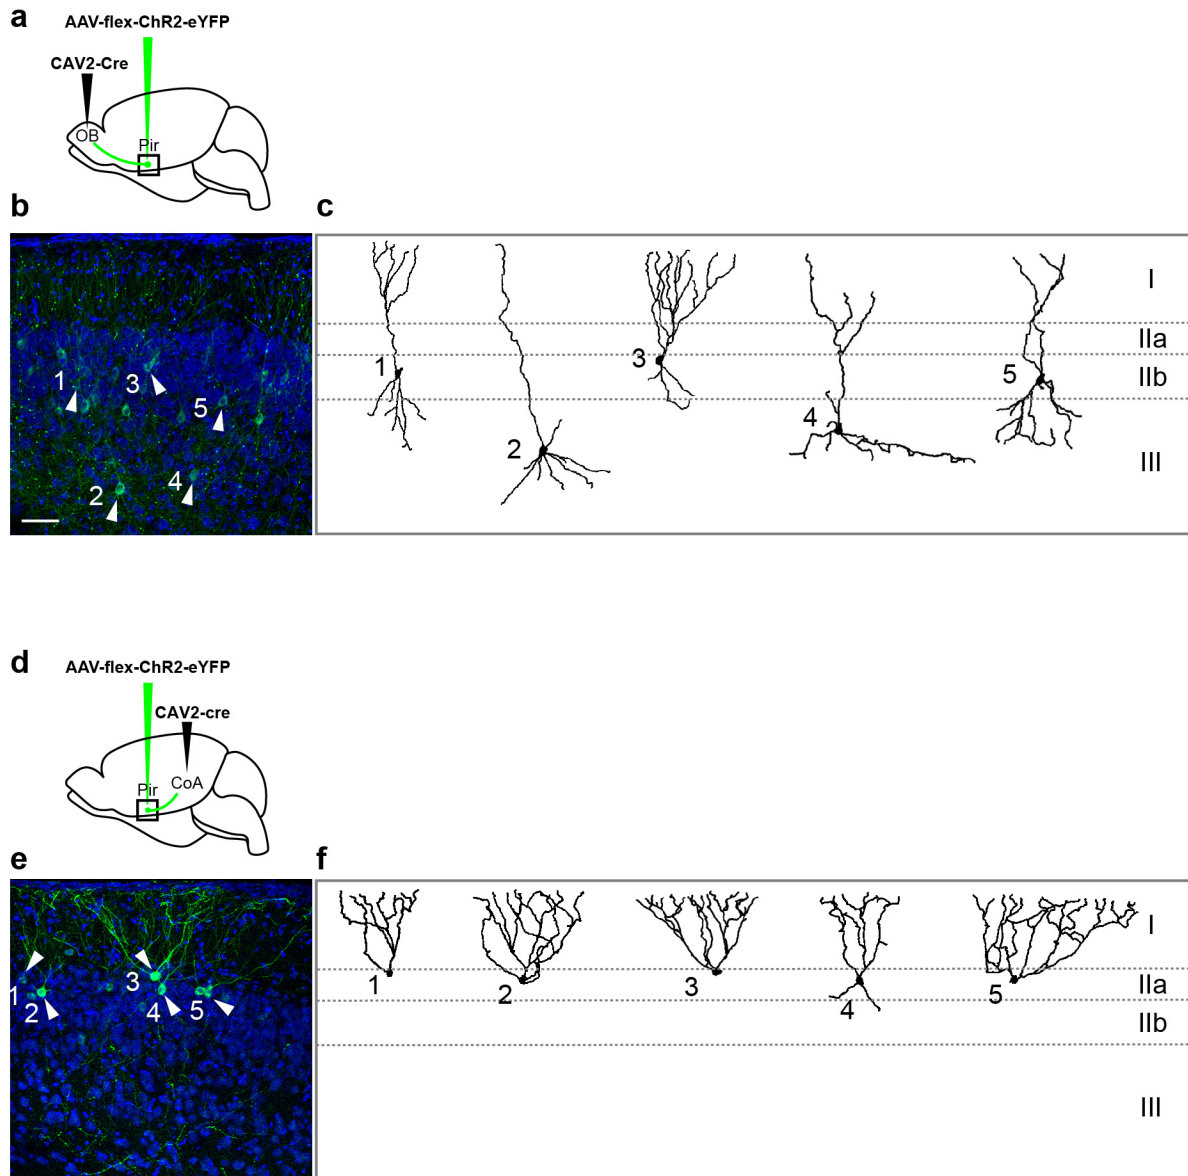

### Supplementary Figure 6. Viral tracing of OB- and CoA-projecting piriform neurons.

(a-c) OB-projecting neurons exhibit diverse morphologies of superficial and deep pyramidal cells. (a) Scheme of virus injections. CAV2-Cre was injected into the OB, Cre-dependent AAV-flex-ChR2-eYFP was injected into the piriform cortex. (b) Immunohistochemical detection of ChR2-eYFP+ OB-projecting neurons (in green), NeuroTrace in blue. Scale bar = 100µm. (c) Morphologies of the 5 cells indicated by arrowheads in (b).

(d-f) CoA-projecting neurons exhibit the characteristic morphologies of semilunar cells. (d) Scheme of virus injections. CAV2-Cre was injected into the CoA, Cre-dependent AAV-flex-ChR2-eYFP was injected into the piriform cortex. (e) Immunohistochemical detection of ChR2-eYFP+ CoA-projecting neurons (in green), NeuroTrace in blue. (f) Morphologies of the 5 cells indicated by arrowheads in (e).

## Supplementary Figure 7

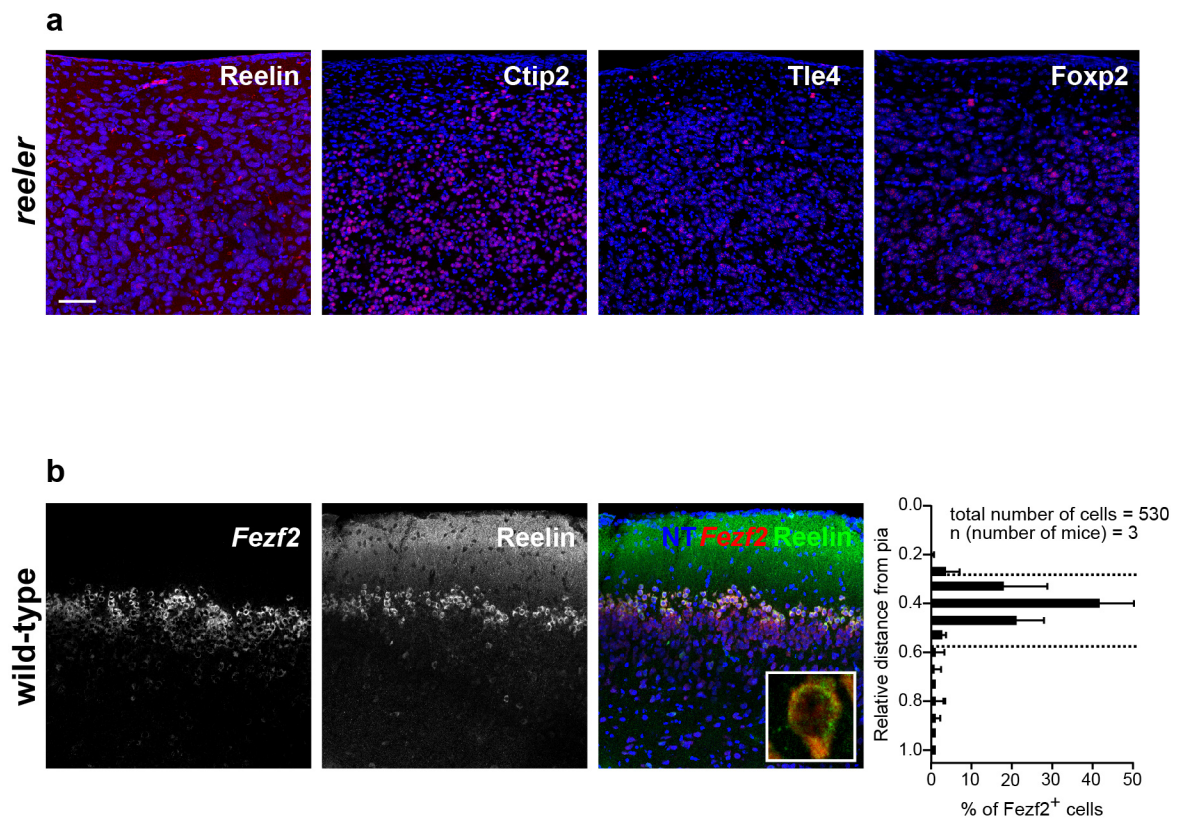

### Supplementary Figure 7. Fezf2 and Reelin are co-expressed in layer IIa of piriform cortex.

(a) Immunohistochemical detection of Ctip2, Tle4 and Foxp2 in the piriform cortex of *reeler* mice. Ctip2, Tle4 and Foxp2 are expressed in subpopulations of piriform neurons. Neurons expressing these proteins are intermingled and distributed throughout the depth of the piriform cortex, and do not segregate into distinct piriform layers. Note the lack of Reelin expression in *reeler* mice. Scale bar = 100 $\mu$ m.

(b) Co-expression of *Fezf2* (*in situ* hybridization) and Reelin (immunohistochemistry) in piriform layer IIa cells in wild-type mice (insert: example of a *Fezf2*<sup>+</sup>/Reelin<sup>+</sup> cell at high magnification). Neurotrace counterstain in blue. Quantification of the distribution of Fezf2-expressing neurons across the depth of piriform cortex in wild-type mice. Data are represented as mean  $\pm$  SD.

|           | Gene name | Description                                                                | EnsemblGeneID      | Fold increase | Histology | Result                                      |
|-----------|-----------|----------------------------------------------------------------------------|--------------------|---------------|-----------|---------------------------------------------|
| Layer I   | Slc13a3   | solute carrier family 13, member 3                                         | ENSMUST00000029208 | 20 x (LII)    | -         | -                                           |
|           | Lrp4      | low density lipoprotein receptor-related protein 4                         | ENSMUST00000028689 | 15 x (LII)    | ISH       | enriched in LI and LIIa                     |
|           | Fgfr2     | fibroblast growth factor receptor 2                                        | ENSMUST00000120187 | 13 x (LII)    | ISH       | non-specific signal                         |
|           | Zic1      | zinc finger protein of the cerebellum 1                                    | ENSMUST00000034927 | 12 x (LIII)   | ISH       | enriched in LI and LII                      |
|           | Prrx1     | paired related homeobox 1                                                  | ENSMUST00000075805 | 10 x (LII)    | ISH       | non-specific signal                         |
|           | Mical1    | microtubule associated monooxygenase, calponin and LIM domain containing 1 | ENSMUST00000099934 | 10 x (LIII)   | -         | -                                           |
|           | Vamp5     | vesicle-associated membrane protein 5                                      | ENSMUST00000101285 | 10 x (LIII)   | -         | -                                           |
|           | Slc22a8   | solute carrier family 22 (organic anion transporter), member 8             | ENSMUST00000010251 | 9.0 x (LI)    | -         | -                                           |
|           | Id4       | inhibitor of DNA binding 4                                                 | ENSMUST00000021810 | 8.3 x (LII)   | IHC       | non-specific signal                         |
|           | Cacna1s   | calcium channel, voltage-dependent, L type, alpha 1S subunit               | ENSMUST00000161865 | 6.7 x (LIII)  | -         | -                                           |
|           | Robo4     | roundabout homolog 4 (Drosophila)                                          | ENSMUST00000115046 | 6.3 x (LII)   | IHC       | non-specific signal                         |
|           | Cdh1      | cadherin 1                                                                 | ENSMUST00000000312 | 3.8 x (LIII)  | IHC       | non-specific signal                         |
|           | Id1       | inhibitor of DNA binding 1                                                 | ENSMUST00000109824 | 3.8 x (LII)   | IHC       | non-specific signal                         |
| Layer II  | Slc13a3   | thyrotropin releasing hormone receptor                                     | ENSMUST00000110289 | 7.5 x (LI)    | ISH       | non-specific signal                         |
|           | Neurod6   | neurogenic differentiation 6                                               | ENSMUST00000044767 | 5.5 x (LI)    | IHC       | non-specific signal                         |
|           | Cart      | CART prepropeptide                                                         | ENSMUST00000022150 | 3.7 x (LIII)  | ISH       | enriched in I and LIIa                      |
|           | Npcd      | neuronal pentraxin chromo domain                                           | ENSMUST00000023060 | 3.6 x (LI)    | ISH       | enriched in LIIb and LIII                   |
|           | Btbd3     | BTB (POZ) domain containing 3                                              | ENSMUST00000128656 | 3.4 x (LIII)  | ISH       | enriched in LII                             |
|           | Prdm8     | PR domain containing 8                                                     | ENSMUST00000112959 | 3.2 x (LI)    | ISH       | enriched in LI and LII                      |
|           | Lmo3      | LIM domain only 3                                                          | ENSMUST00000161450 | 3.0 x (LI)    | ISH       | enriched in LIIb and III                    |
|           | Reelin    | Reelin                                                                     | ENSMUST00000162876 | 2.5 x (LIII)  | IHC       | enriched in LIIa                            |
| Layer III | Dpf1      | D4, zinc and double PHD fingers family 1                                   | ENSMUST00000128145 | 33 x (LI)     | ISH       | non-specific signal                         |
|           | Sema3a    | semaphorin 3A                                                              | ENSMUST00000095012 | 16 x (LI)     | ISH       | non-specific signal                         |
|           | Neurod6   | neurogenic differentiation 6                                               | ENSMUST00000044767 | 15 x (LI)     | IHC       | non-specific signal                         |
|           | SST       | somatostatin                                                               | ENSMUST00000004480 | 12 x (LI)     | IHC       | expressed in subpopulation of cells in LIII |
|           | Kcng1     | potassium voltage-gated channel, subfamily G, member 1                     | ENSMUST00000109191 | 8.0 x (LI)    | -         | -                                           |
|           | PV        | parvalbumin                                                                | ENSMUST00000005860 | 7.8 x (LI)    | IHC       | expressed in subpopulation of cells in LIII |
|           | Barhl 1/2 | BarH-like 2 (Drosophila)                                                   | ENSMUST00000086795 | 4.0 x (LII)   | IHC       | expressed in subpopulation of cells in LIII |
|           | Lhx6      | LIM homeobox protein 6                                                     | ENSMUST00000112960 | 4.0 x (LII)   | ISH       | enriched in LIII                            |
|           | Foxp2     | forkhead box P2                                                            | ENSMUST00000115475 | 3.3 x (LI)    | IHC       | expressed in subpopulation of cells in LIII |
|           | Otx1/2    | orthodenticle homolog 1 (Drosophila)                                       | ENSMUST00000147486 | 2.1 x (LII)   | IHC       | expressed in subpopulation of cells in LIII |

**Supplementary Table 1. RNA deep sequencing identifies candidate genes enriched in piriform layers**

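The table's candidates are given here by the lettered layers of the deposited count files. Normalized CPM are from edgeR's TMM method, and adjusted p-values are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 56416 transcripts. Coordinates are of GRCm38.
Slc13a3 (ENSMUST00000029208, chromosome 2 from 165405028 to 165473230) had 13.9 ± 3.89 (SD, n = 3) normalized CPM in layer A, 0.78 ± 0.138 in layer B and 1.5 ± 0.362 in layer C. Its log2 fold change between layers A and B was 4.16 (standard error 0.408, adjusted p = 0.000118 in edgeR), from 3.92 to 4.30 with each sample left out in turn. Lrp4 (ENSMUST00000028689, chromosome 2 from 91457511 to 91513779), which encodes a receptor of the LDL receptor family, had 37.1 ± 6.69 (SD, n = 3) in layer A, 2.48 ± 0.889 in layer B and 3.28 ± 1.81 in layer C. Its log2 fold change was 3.90 (standard error 0.458, adjusted p = 0.0002 in edgeR) between layers A and B. Cdh1 (ENSMUST00000000312, chromosome 8 from 106603351 to 106670246) had 1.25 ± 0.661 (SD, n = 3) normalized CPM in layer A, no count in any layer B sample and 2 counts in a single layer C sample, so that its log2 fold change of 8.74 between layers A and B rests on the depth of layer B.
Reln (ENSMUST00000162876, chromosome 5 from 22060313 to 22134669) was listed by a transcript annotated as subject to nonsense-mediated decay. It had 7.92 ± 1.22 (SD, n = 3) in layer A, 3.94 ± 2.19 in layer B and 1.31 ± 0.364 in layer C. The difference of Reln between layers A and C passed the threshold (log2 fold change 2.61, standard error 0.484, adjusted p = 0.00471 in edgeR), and that between layers A and B did not (log2 fold change 1.00, adjusted p = 0.153). Lmo3 (ENSMUST00000161450, chromosome 6 from 138365595 to 138422917) had its highest mean in layer B, with 61.9 ± 18.5 (SD, n = 3) against 20.6 ± 11.6 in layer A (log2 fold change -1.59 between layers A and B, adjusted p = 0.0102 in edgeR). In layer C it had 29.3 ± 5.94, and the difference between layers B and C did not pass the threshold (adjusted p = 0.914 in edgeR).
Kcng1 (ENSMUST00000109191, chromosome 2 from 168260117 to 168281132) rose from 2.97 ± 0.593 (SD, n = 3) in layer A to 8.15 ± 0.407 in layer B and 23.6 ± 5.68 in layer C. Its log2 fold change was -2.98 between layers A and C (standard error 0.341, adjusted p = 0.000928 in edgeR) and -1.53 between layers B and C (adjusted p = 0.541). Lhx6 (ENSMUST00000112960, chromosome 2 from 36081953 to 36105271) had 2.24 ± 1.65 (SD, n = 3) in layer A, 2.7 ± 1.37 in layer B and 10.9 ± 3.51 in layer C, with an adjusted p-value of 0.0117 between layers A and C and of 0.541 between layers B and C in edgeR. Sst (ENSMUST00000004480, chromosome 16 from 23889573 to 23890958), which encodes somatostatin, had 62.5 ± 11.9 (SD, n = 3) in layer C and 5.12 ± 2.51 in layer A. In layer B its normalized CPM were 4.36, 4.27 and 72.9 in replicates 1, 2 and 3, and the difference between layers B and C did not exceed this spread (adjusted p = 1 in edgeR). The entry for Barhl1/2 gives a transcript of Barhl2 (ENSMUST00000086795, chromosome 5 from 106452523 to 106458166), with 3.97 ± 1.89 (SD, n = 3) in layer C, 0.971 ± 1.48 in layer B and 0.208 ± 0.36 in layer A. Its adjusted p-value between layers A and C was 0.0499 in edgeR, and it passed in 4 of the 9 fits that each left out a sample.

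**Figure D3:**
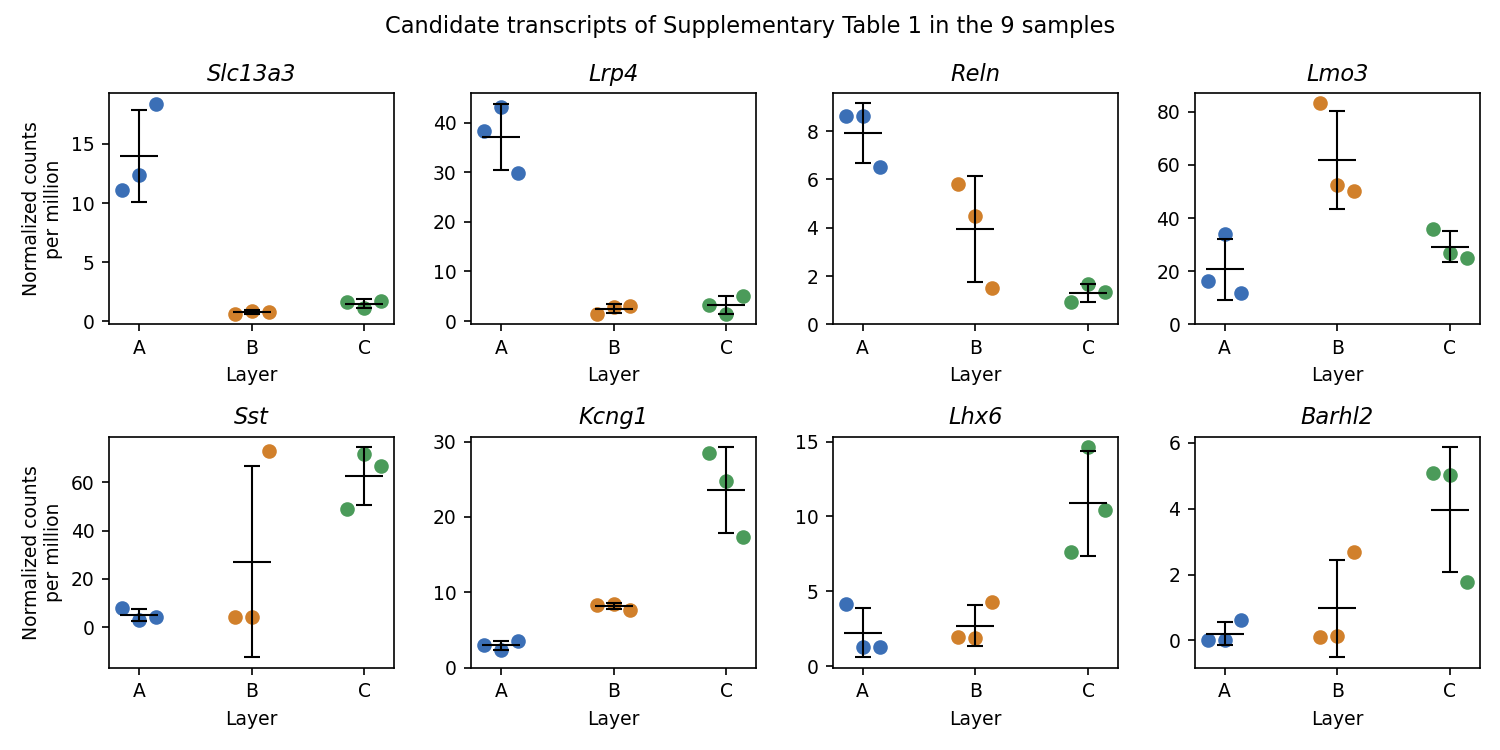
Normalized CPM of 8 listed transcripts in layers A, B and C, on linear axes of different scale. Points are replicates 1, 2 and 3 from left to right, and bars are the mean ± SD of 3 samples. Slc13a3 and Lrp4 are higher in every layer A sample than in the other layers, and layer B replicate 3 lies above every layer C sample for Sst.

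The table's legend gives a p-value under 0.05 without naming an adjustment. Between at least a pair of layers, 26 of the 30 transcripts had an unadjusted p-value under 0.05 here.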

Genes enriched in piriform layers I, II, and III were selected based on their fold-increase in expression levels compared to another layer (in parentheses), (p value < 0.05). Candidates were verified using Independent Component Analysis combined with Gene Set Enrichment Analysis. Gene expression data is available through the GEO repository (see Methods). ISH: RNA *in situ* hybridization. IHC: immunohistochemistry.

How the deposited data were processed for this re-analysis (not part of the article)

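RNA of piriform cortex from wild-type mice was measured in 9 samples, 3 replicates of each of 3 layers collected by laser-capture micro-dissection. The authors amplified the RNA, prepared strand non-specific libraries, aligned the paired-end reads to mm10 with Bowtie and deposited raw counts per Ensembl transcript, with no normalization. The paper's text and supplement do not name the counting tool, the Ensembl release or the treatment of reads that overlap several transcripts. Amplification and the absence of molecular identifiers mean that reads are not independent molecules. Reads that map equally well to pseudogenes or paralogs can be lost or counted more than once.

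Samples were grouped by the lettered layers A, B and C and the replicate numbers of the sample labels. Neither the labels nor the paper give a key from the letters to layers I, II and III, so findings that the paper states for a single numbered layer have no values beside them. Transcript identifiers were joined to the GENCODE annotation of GRCm38, the same assembly as mm10. Of 95533 identifiers, 82807 (86.7%) were found in it.

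From the counts, transcripts with at least 10 counts in at least 3 samples were kept (56416), normalized by TMM and tested with edgeR 4.0.16 in R 4.3.3, by quasi-likelihood F-tests of each pair of layers and of all 3 layers, with all 9 samples in the fit and Benjamini-Hochberg adjustment. The threshold was an adjusted p-value under 0.05. DESeq2 1.42.0 was an alternative, and transcripts to which it gave no adjusted p-value were counted as not passing. The methods were tested on simulated counts drawn from the real means, library sizes and dispersions, with 200 transcripts changed by a log2 fold change of 2. Of those changed in layer A, 49.5% were recovered between layers A and B with 7 false calls, and of those changed in layer C, 45.5% were recovered between layers B and C with 8 false calls. The changed transcripts were drawn only from those with higher mean counts than the filter asks for. The recovery therefore does not describe transcripts with low counts. Far fewer transcripts were changed than differed in the data between layers A and B, which alters the adjustment. The pass limits of this test were rewritten after its result was seen. The first limit asked for more than 100 recovered transcripts between layers A and B, and the test failed it with 99. The limit was then lowered to 60, and limits on the median fold change and on the share of false calls, which the result already met, were put in place of a limit on false calls between layers B and C. The test therefore shows how many changes of this kind are found and did not pass the limit first set.

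Total counts ranged from 23104306 to 76471683 per sample. Alternatives were another normalization, another tool, a filter on low counts and none, the replicate number as a block, an unadjusted threshold, sums of counts by gene, only the 6 samples of the layers compared, and each sample left out in turn. Further alternatives chosen after seeing the data left out mitochondrial transcripts, kept the highest transcript of each gene, removed trends with GC content and length, or left out layer B replicate 3 together with a block.

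The text names every transcript of Supplementary Table 1 or a summary of them, the most abundant transcript of each other gene that the paper names as specific to a layer or as a marker of a cell type, and the transcripts with the smallest p-values in each direction among those that separated every sample of the layers compared. Independent Component Analysis and Gene Set Enrichment Analysis were not repeated, and histology and tracing data were not analysed here. Gene sets were lists of marker genes, tested with the camera method of limma 3.58.1. The method was run with its preset correlation between genes, not one estimated from these samples. Its p-values are too small where genes of a set vary together more than that. The listed transcript of a table gene is not always its most abundant. The rules for naming transcripts, the lists of genes in the sets and the tests of the layers were set before the data were examined, and the test of the gene sets was chosen later.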

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

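The test of meningeal against vessel markers and the test of the mitochondrial share against total counts were chosen only after the results they bear on were seen.

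The 2 mitochondrial ribosomal RNAs took a mean of 63.8% of the counts in layer A, against 19.7% in layer B and 35.8% in layer C, a signal in RNA that the paper does not discuss. Every layer A sample was above every layer B sample (two-sided exact permutation test, p = 0.1, the smallest p that 3 samples against 3 allow), and 2 of 3 layer A samples were above every layer C sample (p = 0.2 in the same exact test). The number of transcripts differing between layers A and B was 9329 with mitochondrial transcripts and 9297 without them. TMM trims extreme transcripts, so this number would change little in either case, and a distortion of the normalization by these counts was not excluded. Across the 9 samples, which include 3 layers of 3 samples each, too few to test within a layer, the share had a Pearson correlation of -0.389 with the total count (exact permutation p = 0.325) and a Spearman correlation of -0.517 (exact permutation p = 0.162). Without the 2 samples farthest from the median total count, the Pearson correlation was -0.0943. No relation with sequencing depth was shown, but 9 samples cannot exclude one. For layers A and B, samples of the same number had similar totals and different shares. Layer A replicate 1 had 70.2% of 25291056 counts, and layer B replicate 1 had 12.8% of 27377090. In replicate 2 these were 65.8% of 23271221 and 18.2% of 27185960. In replicate 3 they were 55.3% of 43705625 and 28.1% of 44224318. These values argue against depth as the source of the difference between layers A and B. A difference between layers in mitochondrial or other cellular content may also contribute. For layer C it cannot be told apart from depth here, and between layers A and B it was not tested. Which library ran on which lane is not stated, so a lane effect was not tested.

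Astrocyte markers were higher in layer A, a set of genes that the paper does not discuss. Of 12 markers, 12 were higher in layer A than in layer B past the threshold, with a median log2 fold change of 3.18, and the set's median was higher in 3 of 3 layer A samples than in every layer B sample (camera test of limma, adjusted p = 4.68e-23 over 27 tests of sets and pairs of layers). Genes are not independent replicates, so this p-value overstates the evidence from 3 samples against 3 if the markers vary together. Against layer C the median was 2.45. With trends in GC content and length removed, the median between layers A and B was 2.92, so these trends do not fully explain it. Without mitochondrial transcripts it was 3.14, but TMM leaves this test little room to change, so it cannot exclude an effect of those counts on normalization. A wrong scaling of a library would shift all its transcripts alike. The astrocyte median was instead above that of 100% of random gene lists of the same size and similar expression. Glutamatergic neuron markers had a median of -1.24 in the same comparison. These values argue against such a shift as the source of the astrocyte pattern. A candidate explanation is a larger share of glial RNA in tissue with few neuronal cell bodies, which remains a hypothesis, since sequencing batches are not stated and were not tested.

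Endothelial, meningeal and pericyte markers were also higher in layer A, and the paper does not discuss them as a group. All 18 were higher than in layer B past the threshold, with a median log2 fold change of 3.71, in 3 of 3 layer A samples (camera test of limma, adjusted p = 4.35e-25), and the median against layer C was 3.05. The limit given above for the p-value of the astrocyte set holds for this one too. Of the 18, Slc13a3, Slc22a8 and Prrx1 are candidates of Supplementary Table 1, so the set was not wholly independent of the paper. The other 15 had log2 fold changes from 2.64 to 5.90. The median between layers A and B was 3.66 with GC and length trends removed. It was 3.73 without mitochondrial transcripts, a test that TMM again leaves little room to change. The set's median was above that of 100% of random gene lists of the same size and similar expression. Glutamatergic neuron markers had a median of -1.24 between the same layers. These values argue against a shift of all transcripts by the mitochondrial counts as the source of this pattern. If RNA of the meninges at the surface of the brain was included in the tissue, markers of meningeal fibroblasts would rise more than those of vessels. The median log2 fold change was 5.30 for 7 meningeal markers and 3.54 for 8 vessel markers, a difference of 1.75 (two-sided exact permutation test over genes, which are not independent replicates, p = 0.00311). This is consistent with some meningeal RNA in the layer A samples. Vessel markers rose as well, so meninges alone may not account for the set.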

How the results depend on the processing

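The counts of transcripts differing between layers A and B, between layers A and C and among the 3 layers stayed within 1.5 times the reported values under DESeq2's size factors, the DESeq2 test, both other filters, the replicate number as a block and, for pairs of layers, the 6 samples compared. The block gave 9184, 6384 and 7903 transcripts. At an unadjusted p-value under 0.05 the counts were 16378, 13821 and 14258. With counts summed to genes, 4918, 3637 and 4388 genes differed, and with the highest transcript of each gene, chosen after seeing the data, 5010, 3752 and 4504 did. These count each annotated gene once, and each transcript without annotation as a gene of its own. With mitochondrial transcripts left out, GC and length trends removed with or without the block, or layer B replicate 3 left out with the block, all chosen after seeing the data, the same 3 counts stayed within 1.5 times.

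Between layers B and C, where no transcript passed, 2316 had an unadjusted p-value under 0.05. The DESeq2 test found 130 transcripts, no filter on low counts 10, sums by gene 5 genes, the highest transcript of each gene 5 and, without layer B replicate 3 but with the block, 3. The cause of these differences was not tested. The other alternatives with all 9 samples gave 0.

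Across the 9 fits that each left out a sample, the count ranged from 5570 to 11337 between layers A and B, from 1369 to 9740 between layers A and C, from 0 to 17 between layers B and C and from 4070 to 11312 among the 3 layers. The highest value of each came without layer B replicate 3. Of the candidates of Supplementary Table 1, 20 differed among the 3 layers, from 14 to 26 across these fits, and 13 with at least 10 counts in all 9 samples, a filter that removes candidates with low counts in some samples.

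Of 43 log2 fold changes of single transcripts, none reversed and 28 kept their side of the threshold in the alternatives run for them, with the fits that left out a sample entered by their lowest and highest log2 fold change only. The filter of at least 10 counts in all 9 samples kept 27 of the 43, a ratio of means without a prior count tested direction only, and alternatives chosen after seeing the data were not run for single transcripts. The others changed in 34 comparisons, 21 stronger and 13 weaker. Of 33 that passed the threshold, 22 passed in each fit that left out a sample and could test them (9 fits, and 6 for Cdh1, which had too few counts in the other 3), and Mical1, Vamp5, Trhr, Cartpt, Prdm8, Lmo3, Sst, Barhl2, Lhx6, Tbr1 and Gad2 lost it in at least 1 fit. The median log2 fold change of endothelial, meningeal and pericyte markers rose to 4.44 without layer B replicate 3.

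The real grouping was compared with other groupings of the samples that also part every set of samples with the same number. For the 3 layers, 2 of 36 such groupings gave at least as many transcripts, the real one and the one that exchanged layer B replicate 3 with layer C replicate 3, which gave 9540. A share of 2 in 36 is not under 0.05, so the division of the samples into 3 layers was not separated from this exchange. Of the 36, 32 gave 0 transcripts, and the 4 others kept the layer A samples together. Between layers A and B and between layers A and C, 1 of 4 groupings gave as many transcripts, the real one, and between layers B and C 4 of 4 did, since all gave 0. With 4 groupings no share under 0.05 is possible. Layer A had the lowest median count outside mitochondrial transcripts, although layer A replicate 3 had more than layer C replicate 2, and low counts limit what can be detected at low expression.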

Differences from the paper's values

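The fold increases that the paper gives in Supplementary Table 1 are for layers I, II and III, and the deposited values are for layers A, B and C without a key, so they are not set side by side here as differences. Disagreements that need no key are as follows.

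The paper lists its candidates with a p-value under 0.05 and does not name an adjustment. Of the 30 listed transcripts, 26 had an unadjusted p-value under 0.05 here between at least a pair of layers, the listed transcripts of Btbd3 and Otx1 had too few counts to be tested, and Cacna1s (smallest unadjusted p = 0.175 in edgeR's quasi-likelihood test) and Foxp2 (smallest unadjusted p = 0.0846 in the same test) did not in any pair. With the replicate number as a block, the log2 fold change of Foxp2 between layers A and B was 2.93 and passed the adjusted threshold.

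The paper describes Barhl1 as marking neurons of a single layer by antibody. The 5 annotated transcripts of Barhl1 together held 1 count in the 9 samples, while the Barhl2 transcript that the table gives for Barhl1/2 held 659.

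The paper describes Cux1 and Tle4 as expressed in neurons of some layers only. The most abundant transcripts of Cux1 and Tle4 did not differ among the 3 layers (adjusted p = 0.584 and 0.846, edgeR's quasi-likelihood test), with 21.1, 13.8 and 19.6 mean normalized CPM in layers A, B and C for Cux1 and 9.34, 7.80 and 9.53 for Tle4. The paper's statement is on protein in neurons and these values are on RNA of whole tissue.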

Other observations

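The tests of layer B replicate 3 against tissue of layer C and against an exchange of labels, and the test of the order of the letters, were chosen only after the result they bear on was seen.

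Layer B replicate 3 stood apart from the other layer B samples. Its correlations with layer B replicates 1 and 2 were 0.888 and 0.88, against 0.978 between those 2. Genes that separated layer B replicates 1 and 2 from layer C at an unadjusted p-value under 0.001 were chosen without it (287 genes), and its median position between layer B (0) and layer C (1) was 0.844. For each other sample of layers B and C, the same measure toward the opposite layer, on 15 to 49 genes, was between 0.111 and 0.426. Those genes were chosen with layer B replicate 3 in layer B, so the range is not on the same basis as 0.844. Tissue of layer C in layer B replicate 3 would give a position such as its 0.844. Its correlations with layer C replicates 1, 2 and 3 across all transcripts were 0.917, 0.893 and 0.930, lower than those of layer B replicates 1 (0.952, 0.903 and 0.941) and 2 (0.952, 0.909 and 0.935), so tissue of layer C does not account for the whole difference. After every library was reduced to 6929782 counts outside mitochondrial transcripts its position was 0.800, so depth does not account for it. The highest mean correlation of a layer C sample with layer B replicates 1 and 2 was 0.952, below the 0.978 of those 2. The highest correlation of any other pair of samples within a layer was 0.960, so this does not exclude an exchange of labels between layer B replicate 3 and a layer C sample. Layer B replicate 3 had higher correlations with every layer C sample than with layer B replicates 1 and 2. Its exchange with layer C replicate 3 gave 9540 transcripts among the 3 layers, against 8061 for the real grouping. These values go with an exchange. Both groupings gave 0 transcripts between layers B and C, and its correlations with layer C, lower than those of layer B replicates 1 and 2, do not favour an exchange. The deviations of the 3 samples with number 3 had a mean correlation of 0.121, with pairs from 0.0428 to 0.189, and pairs with different numbers ranged from -0.369 to 0.394. These values do not decide the question, and the pattern cannot be told apart from a batch shared by that number. No biological explanation was tested, since the labels give none. The sample was kept in all reported comparisons.

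The 5 transcripts of Barhl1 (chromosome 2 from 28907679 to 28916668) held 1 count, in 1 of 9 samples. If reads had been lost to a near-identical copy, many windows of the read length would occur in other genes. Of 3946 windows of 50 bases in these transcripts, 0 occurred in transcripts of other genes, so shared reads with other annotated transcripts do not account for the absence of counts. The antibody data of the paper were not analysed here.

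A hypothesis on the letters is that A, B and C follow the order of layers I, II and III. Of 30 usable entries of Supplementary Table 1, 29 had the direction the paper gives under that order and 24 were within 1.5 times the paper's fold, with a median ratio to it of 0.994. The next best of the 5 other orders had 23 with the same direction and 8 within 1.5 times. The test shows the order that the values favour. It was not used to assign any sample, and a key from the authors would be needed.

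Gene sets were compared between layers by the camera method of limma, with adjustment over 27 tests. Its p-values are too small where genes of a set vary together. Some members are candidates of Supplementary Table 1, chosen by the authors from these same libraries. Neurod6, Prdm8, Lmo3, Barhl2, Lhx6, Foxp2 and Otx1 are in the cortical transcription factor set, and Sema3a is in the axon guidance set. Neurod6 is also in the glutamatergic set, and Sst, Pvalb and Lhx6 are in the GABAergic set. Tests of these sets are not wholly independent of the paper. Of 26 synaptic scaffold, signalling and receptor genes, 6 were higher and 11 lower in layer A than in layer B past the threshold, with a median log2 fold change of -0.33 (adjusted p = 0.339). Those higher were Camk2a, Shank1, Ppp1r9b, Ddn, Dlg2 and Psd, with log2 fold changes from 1.11 to 1.88. Those lower were Grin1, Grin2a, Grin2b, Gria1, Gria2, Gria3, Grm5, Homer1, Nrgn, Shisa7 and Camk2b, from -2.03 to -1.09. The set was split, and its median does not show this. Against layer C, 6 were higher and 10 lower, with a median of -0.21 (adjusted p = 0.0477, lower in 3 of 3 layer A samples), while this median was above that of 88.5% of random gene lists of the same size and similar expression, so the 2 measures differ in direction. Of 32 axon guidance genes, 7 were higher and 10 lower, with a median of -0.70 (adjusted p = 0.0672), and against layer C the median was -0.58 (adjusted p = 0.0113, lower in 3 of 3 layer A samples). Of 29 cortical transcription factor genes, the median between layers A and C was -0.57 (adjusted p = 0.000497, lower in 3 of 3 samples), and between layers A and B it was -0.39 (adjusted p = 0.153). Glutamatergic neuron markers were lower in layer A than in layer B, with a median of -1.24 (adjusted p = 0.00228, lower in 3 of 3 samples), and than in layer C, with a median of -1.38 (adjusted p = 0.000191, lower in 3 of 3 samples). Camk2a, which is also in this set, was instead higher in layer A, with log2 fold changes of 1.87 against layer B and 1.41 against layer C. Oligodendrocyte markers were higher in layer A than in layer B, with a median of 1.45 (adjusted p = 0.00121), and did not differ past the threshold between layers A and C, with a median of -0.13 (adjusted p = 0.875). GABAergic interneuron markers had a median of -0.43 between layers A and C (adjusted p = 0.0354). Between layers A and B their median was -0.44, while the camera test pointed up (adjusted p = 0.923). There 2 of these markers were higher and 1 lower in layer A past the threshold, so no decrease was shown.

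Between layers B and C no single transcript passed, with 2316 at an unadjusted p-value under 0.05, while 5 of the 9 sets passed, all lower in layer B. The medians were -1.50 for oligodendrocyte markers (adjusted p = 2.49e-13, lower in 2 of 3 layer B samples), -1.20 for GABAergic interneuron markers (adjusted p = 5.79e-07, lower in 3 of 3), -0.85 for endothelial, meningeal and pericyte markers (adjusted p = 6.54e-08, lower in 2 of 3), -0.59 for astrocyte markers (adjusted p = 4.15e-05, lower in 2 of 3) and -0.47 for cortical transcription factor genes (adjusted p = 0.00012, lower in 3 of 3). Genes are not independent replicates, so these camera p-values can overstate the evidence from 3 samples against 3. All of these sets but the oligodendrocyte and astrocyte sets hold candidates of Supplementary Table 1, chosen from these same libraries.

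Genes studied by the paper with antibodies, reporters or RNA in situ hybridization had the following mean normalized CPM in layers A, B and C. For Rorb and Fezf2 the paper's method was in situ hybridization, which also detects RNA. Tbr1 had 24.7, 51.5 and 36.8, with an adjusted p-value of 0.0279 between layers A and B in edgeR. Bcl11b, which encodes Ctip2, had 31.2, 40.6 and 34.3, and no pair differed past the threshold. Rorb had 124.9, 20.7 and 37.1, higher in layer A than in both (adjusted p = 0.000669 and 0.0106 in edgeR). Gad2 had 175.1, 46.6 and 106.5, and Fezf2 had 2.36, 0.594 and 2.90. No pair of layers differed past the threshold for Fezf2 (smallest adjusted p = 0.112 in edgeR, between layers A and B), and layers A and C had similar means. The paper describes Fezf2 RNA as specific to cells of a single sub-layer.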
